# Integrated transcriptome–metabolome analyses reveal regulatory networks underlying soluble solids accumulation in *Capsicum chinense* fruits

**DOI:** 10.1111/tpj.71020

**Published:** 2026-07-09

**Authors:** Wesley Elias Bhering Barrios, Acácio Rodrigues‐Salvador, Rebeca Patrícia Omena‐Garcia, Débora Gonçalves Gouveia, Caris dos Santos Viana, Laise Rosado‐Souza, Pedro Marcus Pereira Vidigal, Diego Mauricio Riaño‐Pachón, Federico Scossa, Alisdair R. Fernie, Wagner L. Araújo, Agustin Zsögön, Adriano Nunes‐Nesi

**Keywords:** *Capsicum chinense*, non‐climacteric ripening, total soluble solids, multi‐omics integration

## Abstract

The *Capsicum* genus shows remarkable phenotypic diversity, making it an excellent system to study non‐climacteric fruit ripening. Unlike climacteric model species, such as tomato (*Solanum lycopersicum*), the regulatory networks linking transcriptome and metabolome to fruit quality traits remain poorly understood in non‐climacteric crop species. To address this gap, we selected four contrasting *C. chinense* accessions and performed integrated transcriptomic and metabolomic analyses to investigate the regulation of total soluble solids (TSS) accumulation. We profiled 16 922 genes and 63 metabolic features across two fruit developmental stages (immature and mature), including sugars, organic acids, capsaicinoids, and other secondary metabolites. We identified more than 3800 differentially expressed genes and detected strong correlations between gene expression and metabolite levels. Some metabolites, including chlorophylls, carotenoids, and starch, showed consistent temporal trends across genotypes, while others showed genotype‐dependent variation. Our results demonstrate that pepper fruit ripening involves a transcriptional shift toward soluble sugar accumulation, characterized by upregulation of starch‐hydrolyzing enzymes (*CaAMY1/2, CaBAM1*), invertases (*CaINV1, CaCWINV3*), sucrose synthase (*CaSUS2*), and the sugar transporter *CaSWEET10*, alongside downregulation of the starch biosynthetic gene *CaSBE1*. Among these, *CaSUS2*, *CaSWEET10*, and *CaBAM1* emerged as key candidate regulators. These results suggest that coordinated starch degradation and sucrose transport primarily drive TSS increase, while secondary metabolism undergoes independent shifts that characterize other aspects of the ripening process.

## Significance Statement

Non‐climacteric fruit ripening remains less explored than that of climacteric fruits, leaving gaps in our understanding of the regulation of fruit quality in widely consumed crops. Using integrated transcriptome–metabolome analyses of four *Capsicum chinense* accessions, we uncovered a coordinated regulatory network, centered on starch‐hydrolyzing enzymes, invertases, and sugar transporters, which drives total soluble solids accumulation during pepper fruit ripening. These findings reveal candidate genes for marker‐assisted selection and metabolic engineering, supporting quality improvement in non‐climacteric crops and broader agricultural breeding programs.

## INTRODUCTION

The *Capsicum* genus belongs to the Solanaceae family, which includes other major crops, such as tomato (*Solanum lycopersicum*), potato (*S. tuberosum*) and eggplant (*S. melongena*). *Capsicum* species show high phenotypic diversity, particularly for fruit morphology and biochemistry (Jarret et al., 2019; Rosado‐Souza et al., 2015). The five domesticated species *C. annuum* L., *C. chinense* Jacq., *Capsicum frutescens* L., *C. baccatum var. pendulum*, and *C. pubescens* Ruiz and Pavon are widely cultivated for food and industrial products. Whereas tomato serves as a model species to study climacteric fruit ripening (Naves et al., 2019), *Capsicum* fruits are classified as non‐climacteric and follow a different developmental pattern (Giovannoni, 2004; Klie et al., 2014).

Pepper fruits are valued for their health‐promoting compounds and sensory attributes (Scossa et al., 2019). Fruit maturation in *Capsicum* follows distinct phases: fruit set, growth, and ripening, each accompanied by biochemical and physiological changes (Del Giúdice et al., 2023; Hou et al., 2018). Fruit ripening involves coordinated transcriptional and metabolic changes that shape the final chemical composition of the fruit, including the accumulation of sugar and organic acids, alongside processes such as carotenoid biosynthesis, chlorophyll degradation, chromoplast biogenesis, and volatile compound accumulation (Bouvier et al., 1998; Hubbard & Mason Pharr, 1992; Martí et al., 2009). Together, these modifications shape key fruit quality traits, including color, flavor, texture, nutritional value, and total soluble solids (TSS) content (Fayos et al., 2019; Palma et al., 2015; Tartaglia et al., 2021; Tieman et al., 2017).

In higher plants, sink organs accumulate high sugar levels due to the expression of genes associated with sugar transport, accumulation, and metabolism at ripening, like in the pericarp of *C. chinense* fruits, rich in sucrose, fructose, and glucose (Osorio et al., 2012). A concomitant decrease in starch levels is observed during fruit development, as it provides the carbon skeletons for the synthesis of soluble sugars (Hubbard & Mason Pharr, 1992; Osorio et al., 2012). Sucrose synthase (SuSy) and vacuolar acid invertase (AINV) cleave sucrose into UDP‐glucose or hexoses (glucose and fructose), and their activity plays a central role in determining TSS and sugar accumulation in tomato fruits (Beckles et al., 2012; Qin et al., 2016). Consistently, TSS increases during ripening across both climacteric and non‐climacteric fruits (Baxter et al., 2005; Beckles et al., 2012; Martínez et al., 2007; Niklis et al., 2002). Although sugars represent approximately 55% of the TSS content (Helyes et al., 2006), other metabolites such as organic acids (OAs), mostly malate and citrate, dynamically contribute to TSS levels (Batista‐Silva et al., 2018; Etienne et al., 2013) and fruit flavor and quality (Aizat et al., 2014; Flores et al., 2012; Jang et al., 2015; Kader, 2008; Osorio et al., 2012).

During the distinct stages of growth and maturation of pepper fruits, dynamic changes occur in metabolite profiles and gene expression (Giovannoni, 2001; Yang et al., 2024). Notably, malate positively correlates with starch biosynthesis gene expression, suggesting a conserved role in regulating transitory starch metabolism across fruit types (Centeno et al., 2011; Osorio et al., 2012). Although the molecular determinants of TSS during tomato fruit ripening have been explored (Shinozaki et al., 2018; Vallarino et al., 2017), these mechanisms may not be conserved in non‐climacteric fruits like peppers, as the evolutionary lineages leading to tomato and *Capsicum* diverged more than 19 Mya (Särkinen et al., 2013).

In tomato, the acid invertase LIN5 modulates starch levels and TSS content (Fridman et al., 2004); however, the molecular determinants of TSS in *Capsicum* fruits, and their relationship with gene expression during fruit development and ripening remain unclear. Consequently, the extent to which metabolic shifts underlying fruit quality in non‐climacteric species resemble those observed in climacteric fruits such as tomato remains unclear (Carrari & Fernie, 2006; Carrari et al., 2006). An additional factor potentially influencing the metabolic patterns, and thus TSS accumulation on *Capsicum* fruits, is the presence of capsaicinoids: alkaloids responsible for fruit pungency (Naves et al., 2019).

Unlike tomato, where ripening is triggered by ethylene and orchestrated by transcription factors such as *SlRIN*, *SlNOR*, and *SlCNR*, pepper fruits lack a climacteric ethylene burst and appear to rely predominantly on ABA signaling (Hou et al., 2018; Klee & Giovannoni, 2011). Comparative analyses have further shown that only a fraction of ripening‐related genes is shared between the two species (Klie et al., 2014), suggesting that the molecular networks controlling TSS accumulation in tomato cannot be assumed to operate equivalently in *Capsicum*. Although *CaNAC2* has recently been identified as a key transcriptional regulator of pepper ripening (Song et al., 2025), its connections to metabolite dynamics and TSS accumulation remain unclear.

Here, we integrated transcriptomic and metabolomic analyses to assess the determinants underlying TSS accumulation in the pericarp of immature (20 days after anthesis, DAA) and mature (60 DAA) fruits of *C. chinense*. Using two native accessions and two commercial cultivars of *C. chinense*, contrasting in pungency and color, we examined correlations between metabolite profiles and gene expression across 20 and 60 DAA. This approach identified key candidate genes and metabolic pathways potentially driving TSS accumulation in *C. chinense*, providing insights into the molecular basis of non‐climacteric fruit quality.

## RESULTS

### Morphological and metabolic characterization of *C. chinense* fruits at two developmental stages

To evaluate phenotypic variability, fruits from four *C. chinense* accessions were sampled at two post‐anthesis stages: 20 and 60 DAA. At full ripeness, the fruits of accessions A18 and A101 showed yellow color and the Hab and Biq exhibited red fruits (Figure 1A). The content of TSS increases through fruit development in all accessions, particularly in red‐fruited ones, except for A18 (Figure 1B). Furthermore, Hab exhibited the lowest TSS content at 20 DAA, followed by a sharp increase at 60 DAA, surpassing the other accessions (Figure 1B). As expected, the carotenoid levels increased during fruit development (60 DAA) in the red‐fruited accessions Hab and Biq, a trend not observed for yellow accessions (Figure 2). Chlorophyll contents decreased across fruit development of all accessions (Figure 2).

**Figure 1:**
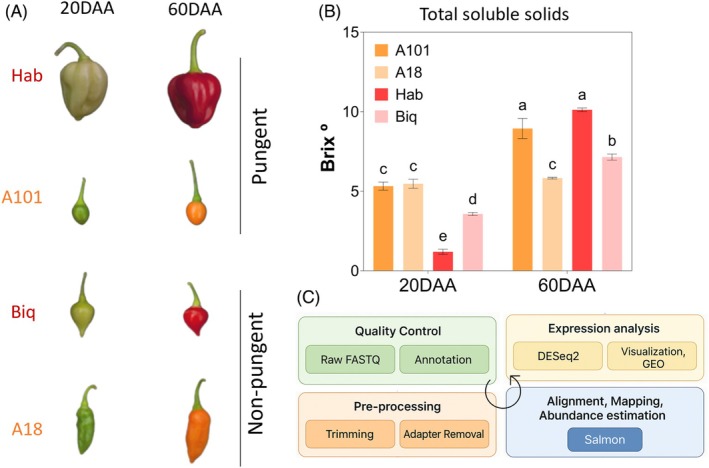
Differential accumulation of total soluble solids during fruit ripening reveals contrasting developmental programs among *C. chinense* accessions. (A) Phenotypic representation of four *C. chinense* accession fruits at two developmental stages (20 and 60 days after anthesis, DAA). Accessions include pungent (Hab and A101) and non‐pungent (Biq and A18) peppers. (B) Total soluble solids (TSS) content in the fruit pericarp at 20 and 60 DAA. Statistical significance was evaluated by two‐way ANOVA followed by Tukey's HSD test (*P* < 0.05). (C) Experimental pipeline. Pericarp samples harvested at 20 and 60 DAA were subjected to RNA‐seq for transcriptome profiling, GC–MS for metabolite analysis, and microplate‐based spectrophotometric enzymatic assays.

**Figure 2:**
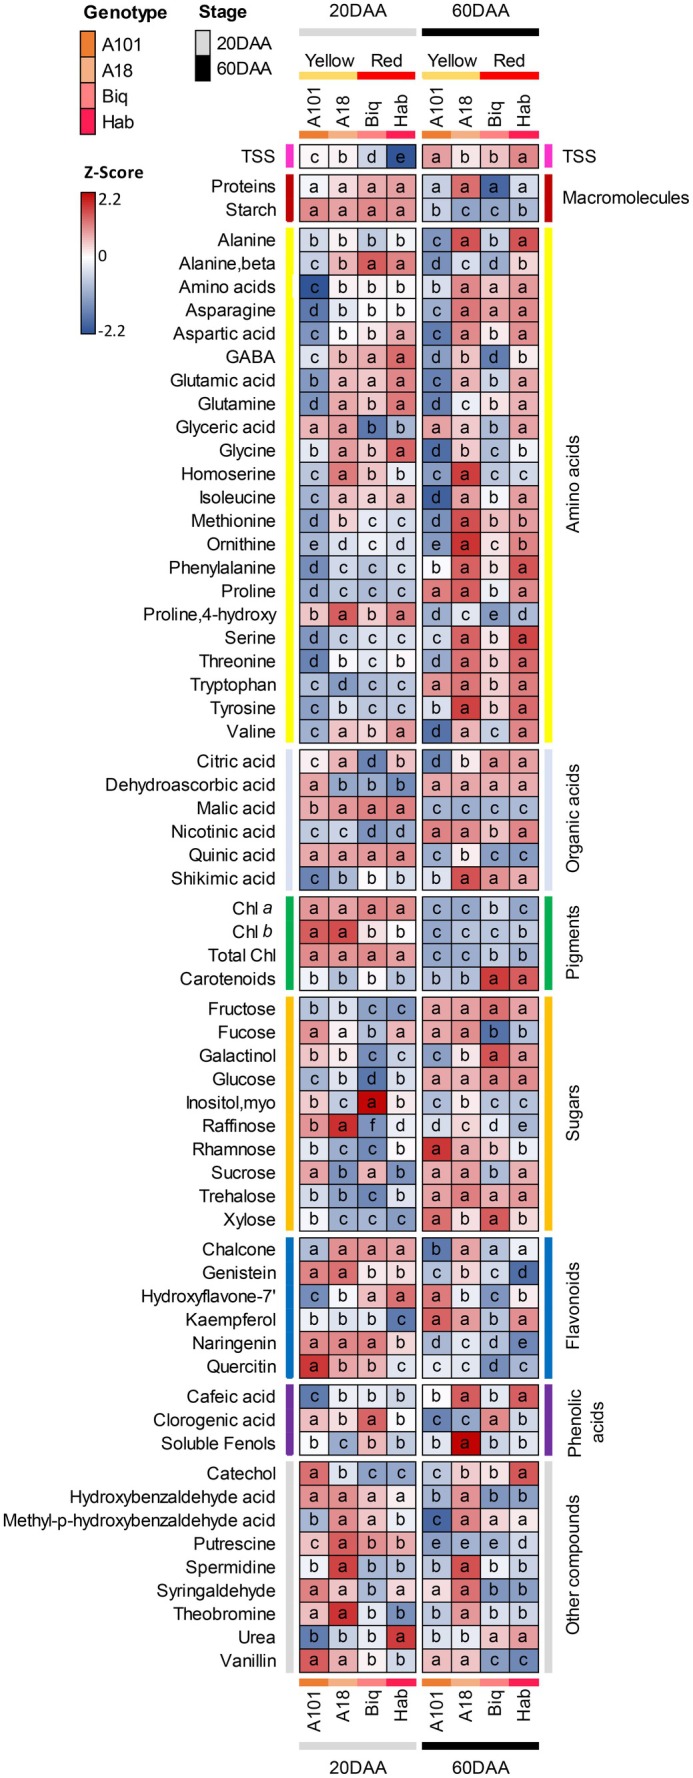
Coordinated accumulation of soluble sugars and genotype‐specific metabolic changes underlies total soluble solids (TSS) gain during *C. chinense* fruit ripening. Heatmap showing the metabolic profile of the pericarp from four accessions (pungent: Hab and A101; non‐pungent: Biq and A18) at 20 and 60 DAA. Colors represent z‐scores (standardized values), indicating how many standard deviations each measurement is above (red) or below (blue) the mean across all groups. Pigments, starch, proteins, amino acids, and soluble phenols were quantified spectrophotometrically; all other metabolites were analyzed via GC–MS. Data were analyzed using two‐way ANOVA followed by Tukey's HSD test (*P* < 0.05). The complete metabolite dataset is available in Tables S1 and S2.

Regarding TSS differences among accessions, yellow‐fruited peppers (A18 and A101) showed the highest content at 20 DAA, whereas at 60 DAA the highest values were observed in the pungent Hab and A101 accessions (Figure 1B). As expected, starch content declined markedly from 20 to 60 DAA in all accessions (Figure 2) in contrast to rising TSS levels. Additionally, total free amino acids content increased throughout fruit development, while protein levels remained stable (Figure 2) suggesting enhanced proteolysis or reduced protein synthesis, which may free nitrogen for other processes, but does not directly contribute to TSS.

Metabolic profiling identified 60 metabolites including 46 primary compounds. The relative abundances of these metabolites are summarized in a Z‐score based heatmap (Figure 2). To illustrate stage‐dependent changes, the log2 fold change (LFC) values (60 DAA versus 20 DAA) are represented in Figure S1, while the dynamics of glucose, fructose, sucrose, and starch are presented in Figure S2, Table S1. Among the 21 amino acids analyzed, distinct developmental trends were observed: (i) increasing levels (e.g., alanine, asparagine, methionine, ornithine, phenylalanine, proline, serine, threonine, tyrosine, and tryptophan); (ii) stable levels (e.g., aspartate, glutamate, glycerate, homoserine, isoleucine, valine); and (iii) decreasing levels (e.g., beta‐alanine, GABA, glutamine, glycine, and particularly 4‐hydroxy‐proline). Notably, A101 exhibited the least metabolic variation during ripening, while Hab, Biq, and A18 showed pronounced changes in their profiles.

Six organic acids (OAs) were quantified in the pericarp at two developmental stages (Figure 2). Nicotinate and shikimate increased in all accessions during fruit development. Conversely, citrate and dehydroascorbate increased only in red accessions, with citrate levels decreasing in yellow ones. Malate and quinic acid decreased from 20 to 60 DAA, while shikimate remained constant in all accessions. In general, sugar content increased during development, except for fucose, *myo*‐inositol, and raffinose, which decreased (Figure 2).

Secondary metabolites also varied across developmental stages and accessions. Eighteen metabolites were quantified, including flavonoids (e.g., flavones, chalcones, flavanones, flavonols, hydroxyflavones), phenolic acids, and other phenolic compounds, showing variability between accessions (Figure 2). Overall, flavonoid levels decreased with the onset of ripening, except for kaempferol, which increased. Phenolic acids showed a more heterogeneous pattern: caffeic acid increased in yellow accessions, whereas chlorogenic acid decreased. Other compounds, such as vanillin, and especially putrescine, decreased over time in all accessions. Catechol and theobromine levels also decreased in yellow fruits; however, catechol increased in red ones (Biq and Hab).

### Transcriptome analysis of pericarp tissue in *C. chinense* at two fruit developmental stages

To gain further insight into the molecular mechanisms underlying fruit development, we performed an RNA‐seq analysis on pericarp tissues from four *C. chinense* accessions at two developmental stages: 20 and 60 DAA. 

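Pericarp was sampled from the pungent accessions Hab (red at 60 DAA) and A101 (yellow) and from the non-pungent Biq (red) and A18 (yellow). The processed table holds 22 libraries, 3 in each accession and stage except A18 at 20 DAA and Hab at 60 DAA, which have 2. The authors trimmed the reads with fastp 0.23.1, quantified them with Salmon 1.6.0 against the *C. annuum* Zunla-1 reference, and summarized them to genes with tximport in R 4.2.0. The deposited values are variance-stabilized counts of DESeq2 1.36.0, which are close to a log2 scale, with each gene's mean over the libraries subtracted. Levels can therefore be compared between groups for one gene but not between genes, and the table does not give the read depth per library. In 1290 of the 16922 genes at least 3 libraries share the gene's lowest value, so the size of a difference is limited there. Differences of other genes can also be smaller than the paper's fold changes, as for *CaSWEET10* and *CaAMY1* of Table 1. A mean per accession and stage was fitted with limma (14 residual degrees of freedom), and p was adjusted over all genes by the Benjamini-Hochberg method. Genes passed the threshold at an adjusted p under 0.05 and an absolute log2 difference of at least 1. The methods state the same numbers, there for DESeq2 fold changes rather than differences of variance-stabilized values. Stage differences are 60 minus 20 DAA on the log2 scale, averaged over the 4 accessions unless one is named, and ± gives the standard error (SE) over the 22 libraries. The SE for a single accession also uses the spread shared by all groups, so it can be too small where that accession's libraries vary more. Differences between red and yellow, or pungent and non-pungent, fruit compare 2 accessions with 2. Their SE and p come from the spread between libraries of a group, not between accessions, and hold for these 4 accessions only. Gene lists matched by name were fixed before the deposited values were examined, and each list was compared with the other genes by limma's camera. The paper's text and the values of Table 1, Table S5 and part of Table S2, from these libraries, were open to view by then. The lists were therefore not chosen blind to the results. The threshold was the same for lists, an adjusted p under 0.05 over the 25 lists, with a preset correlation between genes of 0.01.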

A total of 35 842 unique genes were identified, of which 16 922 (Table S2) passed quality filters and were retained for differential gene expression and multivariate analyses.

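*CCS* (LOC107875664), which encodes the capsanthin/capsorubin synthase that makes the red ketocarotenoids of pepper fruit, had the largest variance of any gene over the 22 libraries, 36.83. In every accession the gene was low at 20 DAA and high at 60 DAA. Over all genes, 73.57% of the variance lay between stages and 14.91% between accessions with stage taken out first. Stage changes that differed between accessions held a further 7.39%, and 4.14% lay between libraries of one group. The first component of the unscaled values held 74.01% of the variance, the second 7.02% and the third 5.13%, so the first pair held 81.03%. On the second component, the red-fruited Hab and Biq lay at 11.5 to 40.7 and the yellow-fruited A101 and A18 at −38.8 to −14. With the 500 most variable genes, the first component held 89.98% and the second 2.87%. With each gene scaled to unit variance the shares were 51.43% and 12.9%.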

Principal component analysis (PCA) of the expression data revealed that the first two components accounted for 92.5% of the total variance (Figure 3). Replicates clustered consistently, reflecting low intra‐accession variation and confirming the reliability of the dataset. 

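The spread between libraries of one accession and stage differed between genes and groups, and was small beside the stage difference for *CCS* and *CSLG2*. *CCS* had a mean of 7.06 ± 0.07 (SD, n = 3 libraries) in Biq at 60 DAA and −5.54 ± 0.24 (SD, n = 3) at 20 DAA. Its widest spread was in Hab at 20 DAA, −5.66 ± 1.06 (SD, n = 3), where 1 library held the gene's lowest value. *CSLG2* (LOC107878055), a cellulose synthase-like gene that falls, had 4.19 ± 0.09 (SD, n = 3) in Biq at 20 DAA and −4.26 ± 0.69 (SD, n = 3) in A101 at 60 DAA. Over all genes, the distance between libraries of one group was 23.01 to 67.34 (median 40.27, 20 pairs), and the largest was within Hab at 20 DAA. Libraries of different accessions at one stage were 65.46 to 115.5 apart (median 90.73, 90 pairs), and those of one accession at different stages 181 to 226.7 (median 198.9, 30 pairs). Each of the 22 libraries had its nearest library within its own group.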

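Single genes of chlorophyll loss, translation and wall structure lay apart between the stages with no overlap between single libraries. *SGRL* (LOC107866321), a STAY-GREEN-type gene of chlorophyll loss, rose by 8.89 ± 0.08 (adjusted p = 8.39e-24 from limma). *RPP0B* (LOC107877503), a ribosomal protein gene, rose by 8.74 ± 0.09. *PER42* (LOC107859584), a cell wall peroxidase, fell by 8.82 ± 0.09, and *HST* (LOC107840863), a hydroxycinnamoyltransferase of phenylpropanoid synthesis, fell by 7.96 ± 0.12. Of the 16922 genes, 2650 were higher in every 60 DAA library than in every 20 DAA library and 3652 were lower in every one. Random order would give 0.00014% of genes for each. On the first component the 20 DAA libraries lay between −102.6 and −90.9 and the 60 DAA libraries between 76 and 110.9.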

PC1, which explained most of the variance (89.6%), clearly separated samples by developmental stage, with all 20 DAA samples on one side and all 60 DAA samples on the other (Figure 3).

**Figure 3:**
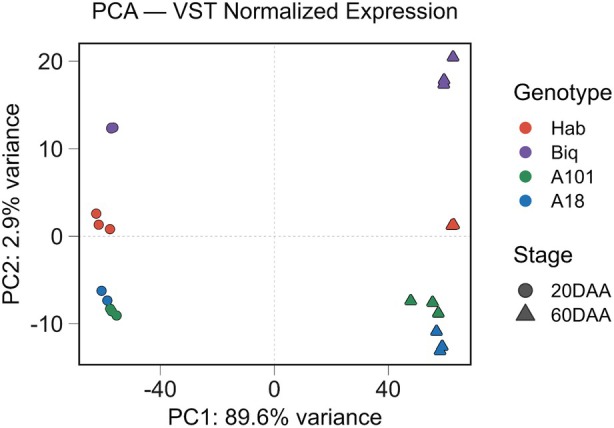
Principal component analysis reveals developmental stage as the primary source of transcriptome variation during *C. chinense* ripening. The PCA plot of 16 922 filtered, VST‐normalized genes from four *C. chinense* accessions (pungent: Hab and A101; non‐pungent: Biq and A18) demonstrates that samples primarily cluster by developmental stage (20 and 60 DAA) along the first dimension. Principal components 1 (PC1) and 2 (PC2) explain 89.6% and 2.9% of the total variance, respectively.

Differential expression analysis across the developmental stages for each accession revealed distinct expression dynamics. 

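The largest falls included genes of the growing wall, the cuticle and defense. *USPL1*-like (LOC107840399), which encodes a BURP domain protein of a family found in plant cell walls, fell by 9.77 ± 0.27 in Hab and fell by 8.87 ± 0.27 in A18. *GDL79* (LOC107850775), a GDSL esterase/lipase of the type that polymerizes cutin, fell by 10.03 ± 0.26 in Biq. *PRP4* (LOC107852839), a structural proline-rich wall protein, fell by 9.23 ± 0.29 in A101. *FST* (LOC107849555), a flower-specific defensin-like gene, fell by 9.67 ± 0.41 in A18. Genes past the threshold and lower at 60 DAA numbered 4406 in Hab, 3329 in A101, 3944 in Biq and 3485 in A18. They were 58.2% of all genes past the threshold in Hab, 65% in A101, 60.1% in Biq and 64.5% in A18. Without the minimum difference the counts were 7243, 6424, 7204 and 6116 in the same order.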

The number of significantly (FDR <0.05) downregulated genes from 20 to 60 DAA was 8066 for Hab, 6401 for A101, 7474 for Biq, and 6491 for A18. 

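The largest rises included a pigment gene, a defensin gene, a wall gene and a metallothionein gene. *CCS* (LOC107875664) rose by 11.61 ± 0.36 in Hab, 11.75 ± 0.33 in A101, 12.60 ± 0.33 in Biq and 11.32 ± 0.36 in A18. *DEF1* (LOC107838797), which encodes the fruit defensin J1-1, rose by 11.60 ± 0.41 in Hab and 8.55 in A101. *GUN18* (LOC107864477), an endoglucanase gene acting on wall glucans, rose by 8.93 ± 0.21 in A101. *MTA* (LOC107873510), a metal-binding metallothionein gene, rose by 9.79 ± 0.59 in A18. Higher genes numbered 3162 in Hab, 1796 in A101, 2623 in Biq and 1922 in A18. With the adjusted p alone they numbered 6147, 5310, 6069 and 5091, and quantile normalization gave 2937 in A101. A test against the minimum itself (limma's treat) left 1106 in A101 and 1154 in A18.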

The corresponding count of upregulated genes was 4564, 3089, 4157, and 3104 for Hab, A101, Biq, and A18, respectively (Figure 4A). 

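Many heat shock genes rose more in Hab and Biq than in A101 and A18. A heat shock 70 kDa protein gene (LOC107862051), whose product refolds proteins, rose by 7.20 ± 0.31 in Hab and 6.43 ± 0.28 in Biq, against 2.39 ± 0.28 in A101 and 3.25 ± 0.31 in A18. The rise was 4.00 ± 0.29 larger in red than in yellow fruit (adjusted p = 5.79e-09 from limma). Of 40 listed heat shock genes, 25 rose in Hab and 18 in Biq, against 2 in A101 and 6 in A18 (26, 18, 2 and 6 adjusted over the list alone). The list's difference between red and yellow had an adjusted p = 0.00071, and adjusted p = 0.50 with an estimated correlation. Of 81 listed respiration genes, the stage change was more positive in red fruit for 5 and more negative for 0 (the same adjusted over the list alone), with a median of 0.45 and a list adjusted p = 1.1e-06, and adjusted p = 0.50 with an estimated correlation. In the list of 76 housekeeping genes the median went the same way, at 0.55. Most of them did not pass, with 8 more positive and 1 more negative (the same adjusted over the list alone). That list had an adjusted p = 1.5e-05 from limma's camera, and adjusted p = 0.50 with an estimated correlation. In all, 7568 genes passed the threshold in Hab and 6567 in Biq, against 5125 in A101 and 5407 in A18. The median absolute difference over all genes was 0.88 in Hab, 0.75 in Biq, 0.56 in A101 and 0.58 in A18. After quantile normalization the count in the lower red accession was 1.04 times that in the higher yellow one, against 1.21 times before. This step gives every library the same distribution of centred values, so it also takes out a real difference in the extent of change.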

Overall, red‐fruited accessions (Hab and Biq) showed a greater number of both down‐ and upregulated genes compared with yellow‐fruited accessions (A101 and A18).

**Figure 4:**
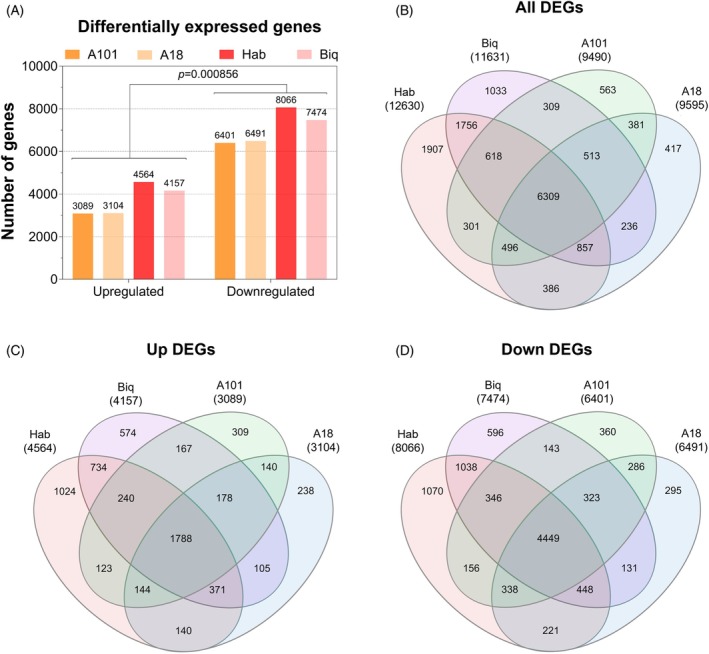
A conserved core of downregulated genes dominates transcriptome remodeling during *C. chinense* fruit ripening. (A) Distribution of differentially expressed genes (DEGs) during fruit ripening across four genotypes (Hab, A101, Biq, and A18). The bar chart compares the total number of upregulated versus downregulated genes within each accession. Statistical significance between the counts of up‐ and downregulated genes was determined using a two‐tailed Welch's *t*‐test, with the resulting *P*‐value displayed above the columns. (B–D) Venn diagrams illustrating the overlap of unique and shared DEGs among the genotypes for (B) All DEGs, (C) Upregulated genes (Up DEGs), and (D) Downregulated genes (Down DEGs). Numbers in parentheses indicate the total DEGs identified per genotype. The core transcriptional ripening program shared across all genotypes encompasses 6309 DEGs (1788 upregulated and 4449 downregulated). Notably, Habanero exhibited the most extensive, genotype‐specific transcriptional shifts (12 630 total DEGs), followed by Biquinho (11 631), A18 (9595), and A101 (9490).

Because mapping against the available *Capsicum chinense* reference genome (PI159236) yielded low alignment rates, we also aligned the RNA‐seq reads to the *Capsicum annuum* reference (Zunla‐1). This resulted in a substantial improvement, from an average mapping rate of 53.82 to 81.27%, indicating better read assignment and reference compatibility (Figure S3). From the cross‐mapping analysis, Spearman correlation coefficients between PI159236 and Zunla‐1 were consistently high (ρ > 0.97 for all conditions), suggesting that the overall expression patterns are strongly conserved despite the cross‐species mapping (Figures S4 and S5). When the analysis was restricted to genes with moderate expression levels (25th–75th percentiles of PI159236 TPM), correlations were consistently high (ρ > 0.84 for all conditions), supporting that these associations are not driven by outliers. Genes identified as differentially expressed (DEGs) in Zunla‐1 between developmental stages (20 versus 60 DAA) were highlighted in the scatter plots. These DEGs neither formed a distinct cluster nor systematically deviated from the 1:1 trend, and their correlation coefficients were also high (ρ typically >0.88), indicating that genes undergoing regulation in one accession still maintain coordinated expression with the others.

The small proportion of outlier DEGs from the cross‐mapping likely reflects natural variation in sequence conservation between *C. chinense* and *C. annuum*, supporting the absence of systematic mapping bias in our cross‐species approach. For the small subset of genes with divergent quantifications, however, it remains unclear whether these differences arise from cross‐species mapping limitations or from sequence‐level issues in the flagged *C. chinense* genome assembly (contaminated). Venn diagrams further illustrate the patterns of gene expression regulation across genotypes. 

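Genes of the cuticle and of lipid transfer were among those that fell in every accession. *LTPG1* (LOC107845895), a lipid transfer protein gene of the surface layer, fell by 7.37 ± 0.11, and *GPAT6* (LOC107842762), an acyltransferase of cutin synthesis, fell by 6.97 ± 0.10. *DCR* (LOC107863241), another acyltransferase of the cuticle, fell by 6.89 ± 0.09. The HOTHEAD-like gene *HTH* (LOC107876092), of the same process, rose by 7.22 ± 0.10. Of 84 listed genes of cuticle and lipid transfer, 60 fell on average and 12 rose (the same adjusted over the list alone), with a median of −2.20. The list had an adjusted p = 1.1e-06 from limma's camera, and adjusted p = 0.34 with an estimated correlation. In all, 2287 genes were lower and 1134 higher at 60 DAA in each of the 4 accessions, and 9 passed in all with mixed signs. Independent lists of these sizes would share 42 lower and 6 higher genes. With the adjusted p alone, 4326 were lower and 3353 higher in all accessions, and with treat 1522 and 702.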

A total of 4449 downregulated and 1788 upregulated genes were shared by all accessions (Figure 4B–D), suggesting that a substantial proportion of gene regulation during pericarp development is governed by global downregulation. Red‐fruited accessions shared a greater number of DEGs (6281 down and 3133 upregulated genes) than yellow‐fruited ones (5346 upregulated and 2250 downregulated genes, Figure 4B–D).

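A chlorophyllase gene and a ribonuclease gene fell more in Hab and Biq than in A101 and A18. Chlorophyllase-2 (LOC107853614), which splits the phytol tail from chlorophyll, fell by 1.84 ± 0.28 in Hab and fell by 1.96 ± 0.25 in Biq. It had −0.77 in A101 and 0.01 in A18, neither past the threshold, and the difference between red and yellow was −1.52 ± 0.27 (adjusted p = 0.000112 from limma). The extracellular ribonuclease LE-like gene (LOC107877517), a secreted RNA-degrading enzyme, fell in all accessions, with −5.15 in Hab, −6.56 in Biq, −1.45 in A101 and −2.90 in A18. Its difference between red and yellow was −3.68 ± 0.38. The list of 10 chlorophyll breakdown genes did not differ by colour as a whole (median 0.32, adjusted p = 0.44 from limma's camera), with 4 genes more positive and 1 more negative in red fruit (the same adjusted over the list alone). Hab and Biq shared 3283 lower and 2100 higher genes, and A101 and A18 shared 2892 lower and 1363 higher ones. Quantile normalization turned the order of the lower counts, with 2475 lower and 2314 higher genes in Hab and Biq, and 2621 and 2188 in A101 and A18. With the adjusted p alone Hab and Biq shared 6105 lower and 5000 higher genes, and A101 and A18 5234 and 4118.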

In addition, red‐fruited accessions exhibited the highest number of unique DEGs and a higher increase in TSS from 20 to 60 DAA, with Hab and Biq showing 1907 and 1033 exclusive DEGs, respectively. In contrast, A101 and A18 exhibited 563 and 417 unique DEGs, respectively (Figure 4C). 

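Genes past the threshold in Hab alone included a 21 kDa seed protein-like gene (LOC107862778), of the Kunitz protease inhibitor type, which fell by 7.19 ± 0.33 in Hab. It had −0.45 in A101, −0.15 in Biq and −0.36 in A18, none past the threshold. In that gene 5 libraries held the lowest value. The kiwellin-like gene (LOC107846839), of a family of fruit defense proteins, rose by 4.58 ± 0.17 in Hab and 1.91 ± 0.15 in A101 and had 0.33 in Biq and −0.48 in A18. Genes past the threshold in 1 accession alone numbered 1467 in Hab, 612 in Biq, 279 in A101 and 254 in A18. The mean change over the other accessions, in each of which these genes failed the threshold by selection, had the same sign for 93.4%, 91.8%, 86.4% and 90.2% of them. Quantile normalization gave 750 in Hab, 577 in A101 and 423 in A18, and the adjusted p alone gave 694 in Hab and 430 in A101.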

Red‐colored Hab and Biq accessions shared 9540 genes, while yellow‐colored ones shared 7699. In contrast, 7724 genes were shared between pungent accessions (Hab and A101) and 7915 between the non‐pungent ones (Biq and A18).

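Genes that moved together in one colour group included a sugar-sensing transporter and a kinase. A monosaccharide-sensing protein 2-like gene (LOC107859760), of a family of vacuolar sugar carriers, fell by 4.62 ± 0.24 in A101 and fell by 5.48 ± 0.27 in A18. It rose by 1.14 ± 0.24 in Biq and had 0.56 in Hab, which did not pass. A serine/threonine-protein kinase gene (LOC107867973) rose by 5.05 ± 0.09 in A101 and 5.33 ± 0.10 in A18, against 0.25 in Hab and 0.01 in Biq. Of the genes past the threshold in either accession, 61.7% passed in one direction in both Hab and Biq, and 67.9% in both A101 and A18. The genes in common in any direction were 5406 for Hab and Biq and 4261 for A101 and A18. After quantile normalization the order turned, with 4805 for Hab and Biq and 4818 for A101 and A18. Without the minimum difference the numbers were 11454 and 9477.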

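Single genes of terpene synthesis, lipid transfer and phenolic metabolism differed between pungent and non-pungent accessions. *EARLI1* (LOC107867449), a lipid transfer protein gene, rose by 10.32 ± 0.15 in Hab, 7.46 ± 0.13 in A101 and 2.97 ± 0.13 in Biq, and had 0.68 in A18. The germacrene C synthase-like gene (LOC107864345), for a sesquiterpene enzyme, rose by 6.86 ± 0.19 in Hab and 3.46 ± 0.17 in A101, against 0.86 in Biq and 0.74 in A18. In that gene 11 libraries held the lowest value. The cytochrome P450 98A2-like gene (LOC107844024), of a family that hydroxylates phenolic esters, rose by 6.99 ± 0.26 in Biq and 5.73 ± 0.29 in A18, against 1.45 in Hab and 1.65 in A101. Of the genes past the threshold in either accession, 49.1% passed in one direction in both Hab and A101, and 57.5% in both Biq and A18. In any direction Hab and A101 had 4197 genes in common and Biq and A18 had 4386. Dropping the minimum turned the order, with 9917 and 9815, and treat gave 2791 and 2903. The other pairings, Hab with A18 and A101 with Biq, had 4498 and 4164 (52.7% and 55% in one direction).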

### Identification of key genes associated with total soluble solids content in pepper fruits

To explore the molecular basis of TSS accumulation in *Capsicum* fruits, we performed Pearson correlation analyses between the transcriptomic and metabolomic profiles at 20 and 60 DAA to identify genes potentially associated with TSS (Figure 5, Tables S3 and S4 for raw data). The strongest correlations occurred at 60 DAA; however, some significant correlations were also detected at 20 DAA. This trend was consistent for correlations between TSS and both metabolites and gene expression.

**Figure 5:**
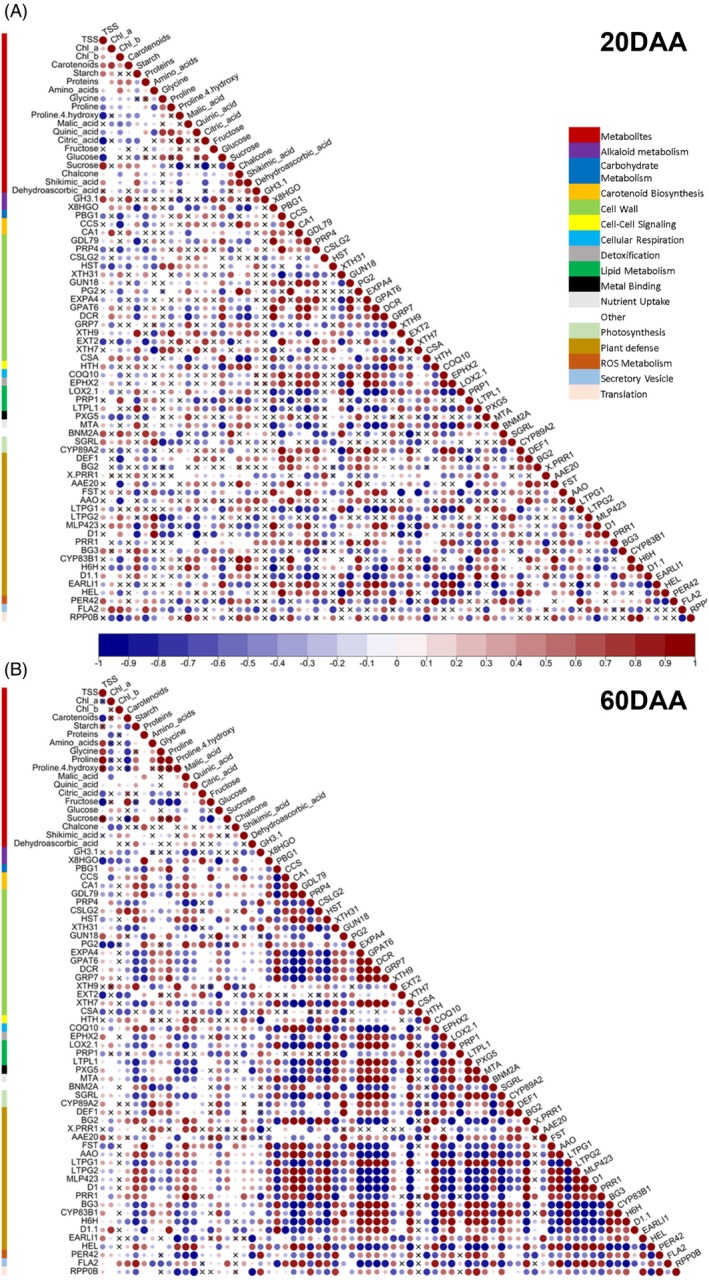
Stage‐dependent reorganization of the total soluble solids (TSS) correlation network reveals coordinated metabolic and transcriptional shifts at 60 DAA. Correlogram of Pearson correlation coefficients (PCCs) between selected genes and metabolite profiles from four *C. chinense* accessions at (A) 20 DAA and (B) 60 DAA. Non‐significant correlations (FDR ≥0.05) are marked with an “X,” whereas all colored cells represent significant correlations (FDR <0.05). Color intensity and sphere size indicate the magnitude of the correlation (larger spheres indicate stronger correlations). Metabolites and gene groups are color‐coded by their respective functional categories.

At 20 DAA, TSS correlates positively with carotenoids, starch, sucrose, shikimate, and several genes, including *GH3.1* (indole‐3‐acetic acid amido synthetase), *HTH* (protein HOTHEAD‐like), *BNM2A* (BURP domain containing protein BNM2A‐like), *SGRL* (protein STAY GREEN chloroplastic‐like), *BG3* (glucan‐endo‐1,3‐β‐glucosidase 3), and *PER42* (peroxidase 42). In contrast, negative correlations were found between TSS and glycine, proline, 4‐hydroxyproline, citrate, glucose, *PBG1* (β‐galactosidase‐like), *PRP4* (proline‐rich protein 4‐like), *HST* (shikimate O hydroxycinnamoyl transferase‐like), and *EXT2* (extensin 2‐like) (Figure 5A).

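At 20 DAA several of these wall and hormone genes had nearly equal levels in the 4 accessions. *GH3.1* (LOC107840207), which conjugates auxin to amino acids, had −3.94 in Hab, −3.76 in A101, −3.92 in Biq and −3.78 in A18 (adjusted p = 0.72 from limma's F test over accessions). *PBG1* (LOC107840962), a β-galactosidase gene acting on pectin side chains, differed, with −2.92 in Hab, −4.47 in A101, −2.11 in Biq and −3.88 in A18 (adjusted p = 5.4e-08). The BURP domain gene *BNM2A* (LOC107870573) also differed, at 3.18 in Hab, 4.50 in A101, 2.35 in Biq and 4.58 in A18 (adjusted p = 4.8e-05). *EXT2* (LOC107850124), a structural extensin gene, had 2.83 in Hab and 3.97 in A101 (adjusted p = 0.02), and *PRP4* had 3.80 in Hab and 4.92 in Biq (adjusted p = 0.014). *HTH*, *SGRL*, *BG3*, *PER42* and *LTPL1* did not pass, with adjusted p of 0.092, 0.41, 0.25, 0.20 and 0.70. At this stage 2695 genes differed between accessions, and 9129 with the adjusted p alone.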

At 60 DAA, TSS correlates positively with total free amino acids, glycine, proline, *GUN18* (endoglucanase 18‐like), *EPHX2* (bifunctional epoxide hydrolase 2‐like), *AAE20* (benzoate CoA ligase peroxisomal‐like), and *EARLI1* (lipid transfer protein EARLI 1‐like). 

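At 60 DAA the accessions stood far apart in a few wall and lipid transfer genes. *GUN18* (LOC107864477) had −0.14 in A18, 3.14 in Hab, 4.37 in Biq and 5.82 in A101 (adjusted p = 1.1e-13 from limma's F test over accessions). *EARLI1* (LOC107867449) had 7.45 in Hab, 4.78 in A101, 0.71 in Biq and −1.31 in A18 (adjusted p = 1.8e-18). *PG2* (LOC107843830), a polygalacturonase gene that cuts pectin, had 1.23 in Biq, 3.86 in Hab, 4.30 in A18 and 4.88 in A101 (adjusted p = 1.3e-10). *AAE20* (LOC107869830), a benzoate-CoA ligase-like gene, had 5.01 in Hab, 4.73 in Biq, 3.82 in A18 and 3.60 in A101 (adjusted p = 1.3e-05). *EXT2*, *CSA*, *FST* and *8HGO* did not differ past the threshold, with adjusted p of 0.74, 0.24, 0.68 and 0.29. At 60 DAA 5106 genes differed between accessions, and 13255 did with the adjusted p alone.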

Negative correlations were found with carotenoids, citrate, fructose, and genes including *X8HGO* (X8‐hydroxygeraniol dehydrogenase‐like), *PG2* (polygalacturonase 2), *EXT2*, *CSA* (cellulose synthase A catalytic subunit 2 UDP‐forming‐like), *EPHX2* (bifunctional epoxide hydrolase 2‐like), and *FST* (flower‐specific defensin‐like, Figure 5B).

To further identify genes with dynamic expressions during fruit development, we constructed a heatmap of the top 60 most variably expressed genes across samples (Figure 6, Table S5). 

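Nearly all of the most variable genes changed with stage in every accession. After *CCS*, the widest swings included *BG2* (LOC107853918), an acidic β-1,3-glucanase of defense, which rose by 8.83 ± 0.17, and the pathogenesis-related *PRR1* (LOC107851248), which rose by 8.70 ± 0.23 with 8 libraries at its lowest value. *CYP89A2* (LOC107862942), a cytochrome P450 gene of a chlorophyll catabolism family, rose by 8.20 ± 0.10. *GDL79* (LOC107850775) fell by 9.02 ± 0.14. Ranked by variance over the 22 libraries, 49 of the top 60 genes are in Table S5, and 8 of the 60 have no descriptive name. In the stage average 27 of the 60 rose and 33 fell, and 59 passed in every accession in one direction. The genes were chosen on these libraries for their variance, so the counts are not independent evidence of a stage effect. Ranked by range instead, 31 of the top 60 are in Table S5.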

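Wall and defense genes went both ways. In the cell wall class of Table S5, 5 of 16 genes rose, among them *EXPA4* (LOC107859598), an expansin that loosens the wall, by 7.10 ± 0.07. The other 11 fell, and *CSA* (LOC107867632), a cellulose synthase subunit gene, fell by 6.69 ± 0.19. In the defense class 9 of 16 rose and 7 fell. Both carotenoid genes rose, and *CA1* (LOC107863219), a β-carotene hydroxylase that forms xanthophylls, did so by 6.93 ± 0.09. All 3 lipid genes fell, as did both alkaloid genes, of which *H6H* (LOC107878069), a hyoscyamine dioxygenase-like gene, fell by 6.83 ± 0.09. Of all 51 genes, 25 rose and 26 fell, and each also passed adjusted over the list alone. In every accession 24 rose and 26 fell; the exception was *EARLI1* in A18. The study picked the genes on these libraries, so the counts are not independent evidence.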

Among the 60 genes, 51 were functionally annotated, representing 16 genes involved in plant defense, 16 in cell wall metabolism, three in lipid metabolism, two in carotenoid biosynthesis, two in photosynthesis, two in alkaloid metabolism, and the remaining 10 distributed across carbohydrate metabolism, cellular respiration, detoxification, metal binding, nutrient uptake, ROS metabolism, secretory vesicle trafficking, translation, and cell–cell signaling (Table S5).

**Figure 6:**
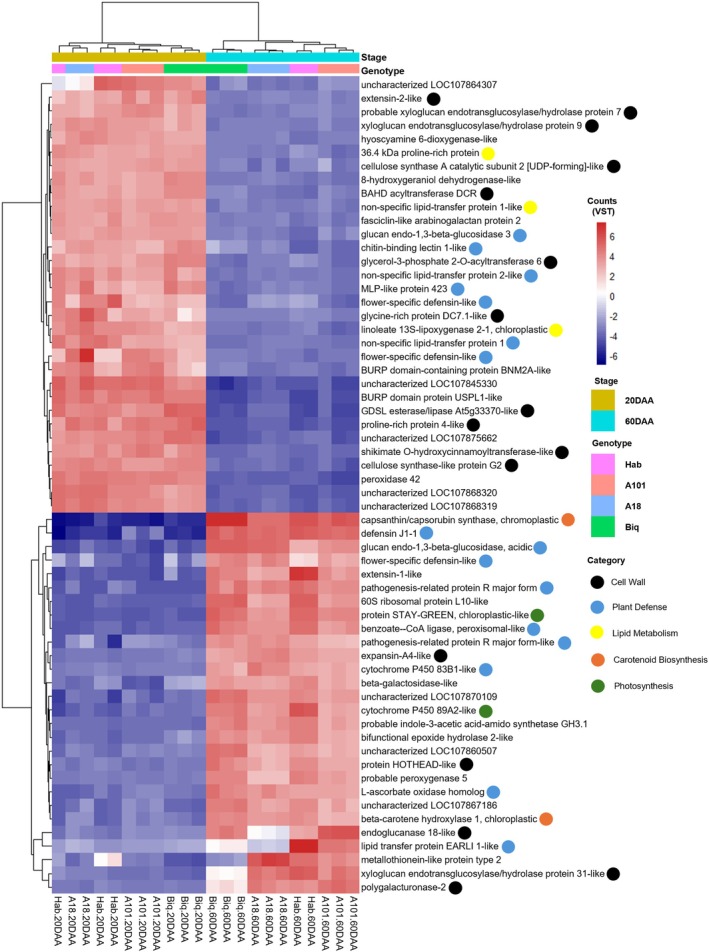
Transcriptional reprogramming drives the transition from fruit expansion to ripening through coordinated shifts in sugar metabolism and cell wall remodeling in *C. chinense*. Heatmap of VST‐normalized expression values for the 60 most variable genes across four *C. chinense* accessions (Hab, A101, A18, and Biq) at 20 and 60 DAA. Samples and genes were hierarchically clustered using Euclidean distance with complete linkage. The color scale represents expression levels, ranging from low (blue, −6) to high (red, +6). Two major clusters are evident: an upper cluster, highly expressed at 20 DAA, enriched in cell wall biosynthesis, lipid transfer, and structural genes; and a lower cluster, induced at 60 DAA, encompassing cell wall loosening enzymes, chromoplast differentiation factors, and hormone metabolism genes (including auxin inactivation). Specific gene annotations are indicated on the right axis. Colored circles adjacent to each gene name indicate its functional category: black, cell wall; blue, plant defense; yellow, lipid metabolism; orange, carotenoid metabolism; and green, photosynthesis. The category terminology is consistent with the curated annotation framework used for this gene set.

These genes together with all common DEGs across genotypes were functionally annotated to determine their involvement in metabolic processes relevant to fruit pericarp development (Figure 7). 

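Wall-loosening genes split, with a few strong rises among many falls. *XTH31* (LOC107847799), a xyloglucan-cutting enzyme gene, rose by 7.42 ± 0.13, and least in Biq, by 4.77. *PG2* (LOC107843830) rose by 7.12 ± 0.11 and *PBG1* (LOC107840962) by 6.70 ± 0.11. The related *XTH9* (LOC107878276) fell by 7.01 ± 0.11 and *XTH7* (LOC107860149) fell by 6.76 ± 0.12. Of 86 listed genes of wall loosening, 20 rose and 44 fell (the same adjusted over the list alone), with a median of −1.14. The list's adjusted p = 0.027 from limma's camera, and adjusted p = 0.45 with an estimated correlation. Of 108 listed genes of wall building, 13 rose and 71 fell (the same adjusted over the list alone), with a median of −1.59 and an adjusted p = 1.1e-06, and adjusted p = 0.32 with an estimated correlation. In the building list extensin-1-like (LOC107867675), a structural protein gene, rose by 8.74 ± 0.22, and *CSLG2* (LOC107878055) fell by 8.18 ± 0.12.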

The analysis revealed upregulation of genes involved in sugar metabolism and cell wall remodeling during ripening, with several genes showing differential expression at both time points, suggesting potential genetic mechanisms influencing fruit ripening dynamics in these *C. chinense* accessions.

**Figure 7:**
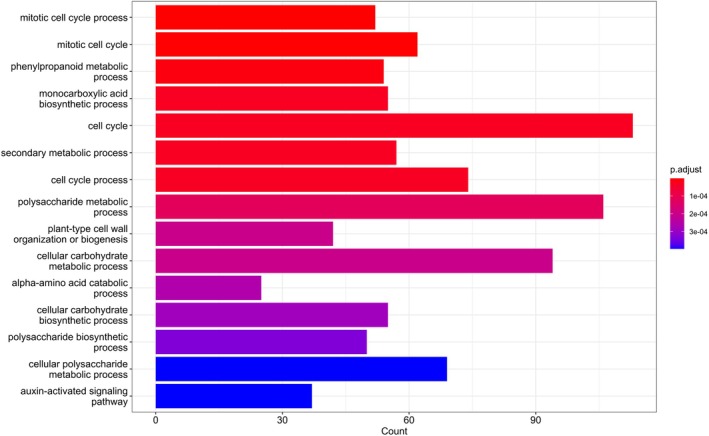
Gene ontology enrichment of DEGs highlights the activation of carbohydrate metabolism and cell wall remodeling during ripening. Horizontal bar chart showing significantly enriched biological processes (GO terms) among the core set of shared genes differentially expressed between 20 and 60 DAA across all four *C. chinense* accessions. Bars represent the total number of genes (count) associated with each biological process. Color intensity indicates statistical significance based on Benjamini–Hochberg adjusted *P*‐values. The top 15 most significantly enriched processes are displayed, reflecting the coordinated suppression of early developmental traits and the activation of ripening‐associated pathways underlying TSS accumulation.

The identified genes spanned a range of biological functions, including transcriptional regulation, signal transduction, and various metabolic pathways essential to the regulation of fruit ripening. Several genes related to hormone biosynthesis, sugar transport, and cell wall metabolism were differentially expressed. Among these, soluble sugar accumulation genes were highlighted (Table 1). 

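Sugar carriers went both ways, with more falls than rises. The sugar transport protein 14-like gene (LOC107870701), for a proton-coupled hexose carrier, rose by 2.67 ± 0.10. The SWEET7-like gene (LOC107863962), for a bidirectional sugar carrier, fell by 4.43 ± 0.24, and the ERD6-like 16 gene (LOC107842239), for a vacuolar sugar exporter type, fell by 3.80 ± 0.17. Of 25 listed sugar transport genes, 4 rose and 13 fell (the same adjusted over the list alone), with a median of −1.06 and an adjusted p = 0.11 from limma's camera. Of 4 listed sucrose synthesis genes, sucrose-phosphatase 2 (LOC107854535), which completes sucrose formation, rose by 1.50 ± 0.06. Sucrose-phosphate synthase 2 (LOC107864313), which precedes it, fell by 1.19 ± 0.13, a call that quantile normalization and treat each ended. The other two did not pass, and adjustment over the list alone gave the same calls. That list had a median of 0.58 and an adjusted p = 0.22.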

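Amylase, invertase and carrier genes of Table 1 rose, most of them in every accession. *CaSWEET10* (LOC107856010), a sugar exporter gene, rose by 7.18 ± 0.27 in Hab, 5.16 ± 0.24 in A101, 5.34 ± 0.24 in Biq and 4.00 ± 0.27 in A18. *CaAMY1* (LOC107867836), an α-amylase that cuts starch, rose by 2.84 ± 0.18 in Hab, 1.79 ± 0.16 in Biq and 1.24 ± 0.18 in A18. In A101 it had 0.93 ± 0.16 (adjusted p = 3.1e-05 from limma), below the minimum difference. That gene passed in A101 with library medians subtracted, with quantile normalization or without the minimum, and failed in A18 under treat. On average *CaAMY2* (LOC107866823) rose by 1.90 ± 0.07, the β-amylase *CaBAM1* (LOC107864541) by 3.19 ± 0.24, and the vacuolar-type invertase *CaINV1* (LOC107863437) by 4.25 ± 0.12. *CaCWIN3* (LOC107850632), which the table of names calls a chloroplastic neutral/alkaline invertase, rose by 1.91 ± 0.06, and the sucrose synthase *CaSUS2* (LOC107864054) by 3.86 ± 0.07. *CaNAC2* (LOC107867776), a transcription factor gene, rose by 5.39 ± 0.08, and by 1.38 ± 0.15 more in red than in yellow fruit (adjusted p = 1.02e-06). The rise of *CaSWEET10* was 1.68 ± 0.26 larger in red fruit (adjusted p = 3.37e-05 from limma), though Biq with 5.34 lay close to A101 with 5.16. Of the 11 genes of Table 1, 10 passed in all 4 accessions, also adjusted over the list alone, but the study chose them on these libraries, so this is not independent evidence.

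**Figure D1:**
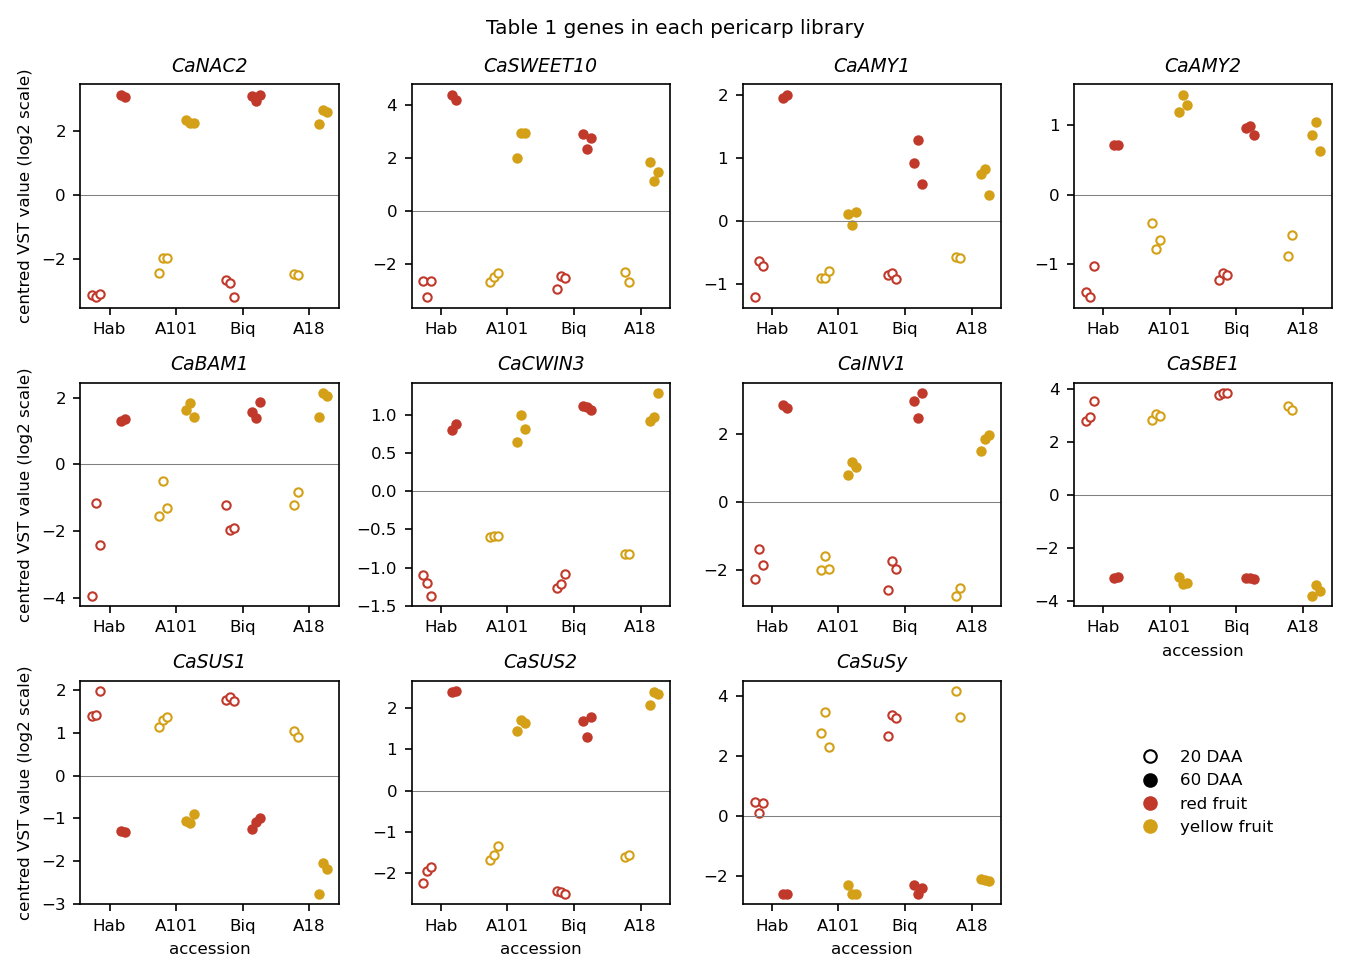
Centred expression (log2 scale) of the 11 genes of Table 1 in each of the 22 libraries by accession, with open points for 20 DAA and filled points for 60 DAA, in red for Hab and Biq and yellow for A101 and A18. The points of *CaSWEET10* lie 7.18 apart between stages in Hab and 4.00 apart in A18, on average.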

Genes encoding starch‐degrading enzymes (*CaAMY1/2, CaBAM1*) and sucrose‐cleaving invertases (*CaINV1, CaCWINV3*) were strongly upregulated, alongside the sucrose synthase *CaSUS2* and the sugar transporter *CaSWEET10*, collectively promoting carbohydrate mobilization and sugar loading into fruit tissues. Conversely, downregulation of *CaSBE1* and *CaSUS1* further supports the reorientation of carbon metabolism away from starch biosynthesis. Collectively, these findings highlight the complexity of sugar accumulation during pepper fruit ripening, involving coordinated expression of both known and novel genes.

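A starch-branching enzyme gene and some others of starch synthesis fell, as did 2 sucrose synthase genes of Table 1. *CaSBE1* (LOC107866797), a starch-branching enzyme gene, fell in all accessions, with −6.19 ± 0.16 in Hab, −6.19 ± 0.14 in A101, −6.95 ± 0.14 in Biq and −6.88 ± 0.16 in A18. *CaSUS1* (LOC107840883) fell by 2.85 ± 0.09 on average. *CaSuSy* (LOC107877893), another sucrose synthase gene, fell too, with −2.95 in Hab, −5.36 in A101, −5.55 in Biq and −5.89 in A18, but both 60 DAA libraries of Hab and others of A101 and Biq held its lowest value, which limits these falls. The large subunit of ADP-glucose pyrophosphorylase (LOC107840421), which makes the sugar donor of starch, fell by 6.14 ± 0.11. Soluble starch synthase 1 (LOC107863104), which extends the chains, rose by 1.87 ± 0.07. Of 19 listed starch synthesis genes, 8 fell, 1 rose and 10 did not pass (the same adjusted over the list alone), with a median of −0.86. The list's adjusted p = 0.0027 from limma's camera, and adjusted p = 0.32 with an estimated correlation. By accession 13 fell in Hab, 12 in Biq and 9 in each of A101 and A18. The paper states that the falls of *CaSBE1* and *CaSUS1* further support a shift of carbon metabolism away from making starch.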

**Table 1:** Differential expression and functional annotation of key genes associated with carbohydrate metabolism related to total soluble solids (TSS) accumulation during ripening in *Capsicum chinense* fruit pericarp

Gene symbol	Name	Gene ID	Metabolic or regulatory role	A18 LFC	FDR	A101 LFC	FDR	Biq LFC	FDR	Hab LFC	FDR
*CaNAC2*	NAC domain‐containing protein 2	LOC107867776	Ripening‐associated transcription factor that acts as a positive regulator of fruit ripening	5.36	1.5E‐160	4.67	6.9E‐157	6.40	7.2E‐283	6.85	8.8E‐254
*CaSWEET10*	Sugars Will Eventually be Exported Transporter 10	LOC107856010	Mediates bidirectional sugar transport, particularly sucrose efflux between cells	6.27	4.6E‐20	7.56	7.1E‐36	8.04	5.4E‐39	10.45	3.5E‐48
*CaAMY1*	Alpha‐amylase 1	LOC107867836	Degrades stored starch, releasing soluble sugars to support energy supply and fruit ripening	2.17	7.6E‐11	1.98	1.9E‐10	3.37	4.2E‐27	4.49	2.8E‐39
*CaAMY2*	Probable alpha‐amylase 2	LOC107866823	Hydrolyzes starch by cleaving α‐1,4 glycosidic bonds, contributing to carbohydrate mobilization	1.69	3.8E‐22	2.04	1.8E‐39	2.31	4.5E‐49	2.21	3.0E‐36
*CaBAM1*	Beta‐amylase 1	LOC107864541	Degrades starch from non‐reducing ends, releasing sugars during fruit ripening	2.77	1.6E‐07	2.58	5.2E‐08	3.21	1.6E‐11	3.36	2.2E‐10
*CaCWIN3*	Cell wall invertase 3	LOC107850632	Hydrolyzes sucrose in the apoplast, producing glucose and fructose for cellular growth and metabolism	1.99	3.6E‐50	1.49	3.1E‐36	2.43	8.0E‐92	2.20	2.4E‐60
*CaINV1*	Acid beta‐fructofuranosidase AIV‐18	LOC107863437	Irreversibly converts sucrose into glucose and fructose in the vacuole, regulating sugar accumulation	4.69	1.3E‐58	2.96	1.5E‐30	5.15	4.8E‐89	4.74	6.6E‐61
*CaSBE1*	1,4‐alpha‐glucan‐branching enzyme‐like	LOC107866797	Forms α‐1,6 linkages in amylopectin during starch biosynthesis	−7.06	0.0E+00	−6.34	0.0E+00	−7.08	0.0E+00	−6.36	4.9E‐263
*CaSUS1*	Sucrose synthase 1	LOC107840883	Catalyzes the reversible cleavage of sucrose, providing substrates for metabolism and biosynthetic processes	−3.39	7.0E‐64	−2.31	1.5E‐38	−2.93	5.6E‐61	−2.96	6.6E‐50
*CaSUS2*	Sucrose synthase 2	LOC107864054	Participates in sucrose metabolism through its reversible conversion into fructose and UDP‐glucose	3.93	1.7E‐130	3.18	9.3E‐108	4.20	6.4E‐184	4.49	8.1E‐170
*CaSuSy*	Sucrose synthase‐like	LOC107877893	Sucrose synthase isoform involved in sucrose degradation and utilization	−9.56	3.3E‐70	−11.22	1.1E‐26	−10.99	9.36E‐36	−9.80	3.59E‐12

The table lists the selected genes, including gene symbol, name, Gene ID, and a curated description of their metabolic or regulatory role. Differential expression between 60 DAA and 20 DAA was estimated with DESeq2, and log2 fold change (LFC) and adjusted *P*‐value (FDR) are shown for each genotype. Colors represent differential expression magnitude, with red being upregulated and blue as downregulated genes.

### Overrepresentation analysis of shared significant DEGs in pepper fruits

To investigate the biological processes associated with fruit ripening in the four *C. chinense* accessions, we performed an overrepresentation analysis using the dataset comprising 6309 shared significant DEGs (Figure 7). This dataset includes 4449 downregulated and 1788 upregulated genes across accessions during the transition from 20 to 60 DAA (Figure 4).

The top 15 significantly enriched biological pathways based on LFC (60/20 DAA) were highlighted, reflecting key processes regulated during pepper development. The pathways include mitotic cell cycle process, mitotic cell cycle, phenylpropanoid metabolic process, monocarboxylic acid biosynthetic process, cell cycle, cell cycle process, secondary metabolic process, polysaccharide metabolic and biosynthetic process, plant‐type cell wall organization or biogenesis, cellular carbohydrate metabolic and biosynthetic process, amino acid catabolic process, cellular polysaccharide metabolic process, and auxin‐activated signaling pathway. Among these, genes involved in cell cycle regulation, primary metabolism (including carbohydrate and polysaccharide metabolism), secondary metabolism, cell wall remodeling, and auxin signaling were the most significantly overrepresented across all accessions (Figure 7).

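Genes of cell division and of chromatin fell more often than they rose, and those of respiration rose more often than they fell. Cyclin-D1-1 (LOC107847989), which drives entry into the cell cycle, fell by 4.02 ± 0.10, with 5 libraries at its lowest value, and a histone H3.2 gene (LOC107859340), which packs DNA, fell by 4.80 ± 0.09. A CDC48 homolog (LOC107862559), which unfolds proteins for degradation, rose by 5.22 ± 0.07. Phenylalanine ammonia-lyase (LOC107854291), the first enzyme of phenylpropanoids, fell by 5.24 ± 0.09, and a cinnamoyl-CoA reductase 2-like gene (LOC107866761), of lignin synthesis, rose by 4.40 ± 0.06. In the cell cycle list 50 of 155 genes fell and 10 rose (median −0.51, adjusted p = 0.01 from limma's camera, and adjusted p = 0.45 with an estimated correlation). In the histone list 34 of 54 fell and 5 rose (median −1.57, adjusted p = 5.9e-05, and adjusted p = 0.47 with an estimated correlation). Among phenylpropanoid genes 44 of 82 fell and 12 rose (median −1.16, adjusted p = 0.0017, and adjusted p = 0.40 with an estimated correlation). Respiration genes rose in 16 and fell in 3 of 81 (median 0.54, adjusted p = 8.1e-06, and adjusted p = 0.45 with an estimated correlation). Ribosomal protein genes had 14 rises and 6 falls among 216 (median 0.36, adjusted p = 5.9e-05, and adjusted p = 0.61 with an estimated correlation). The counts of all 5 lists were the same adjusted over the list alone.

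**Figure D2:**
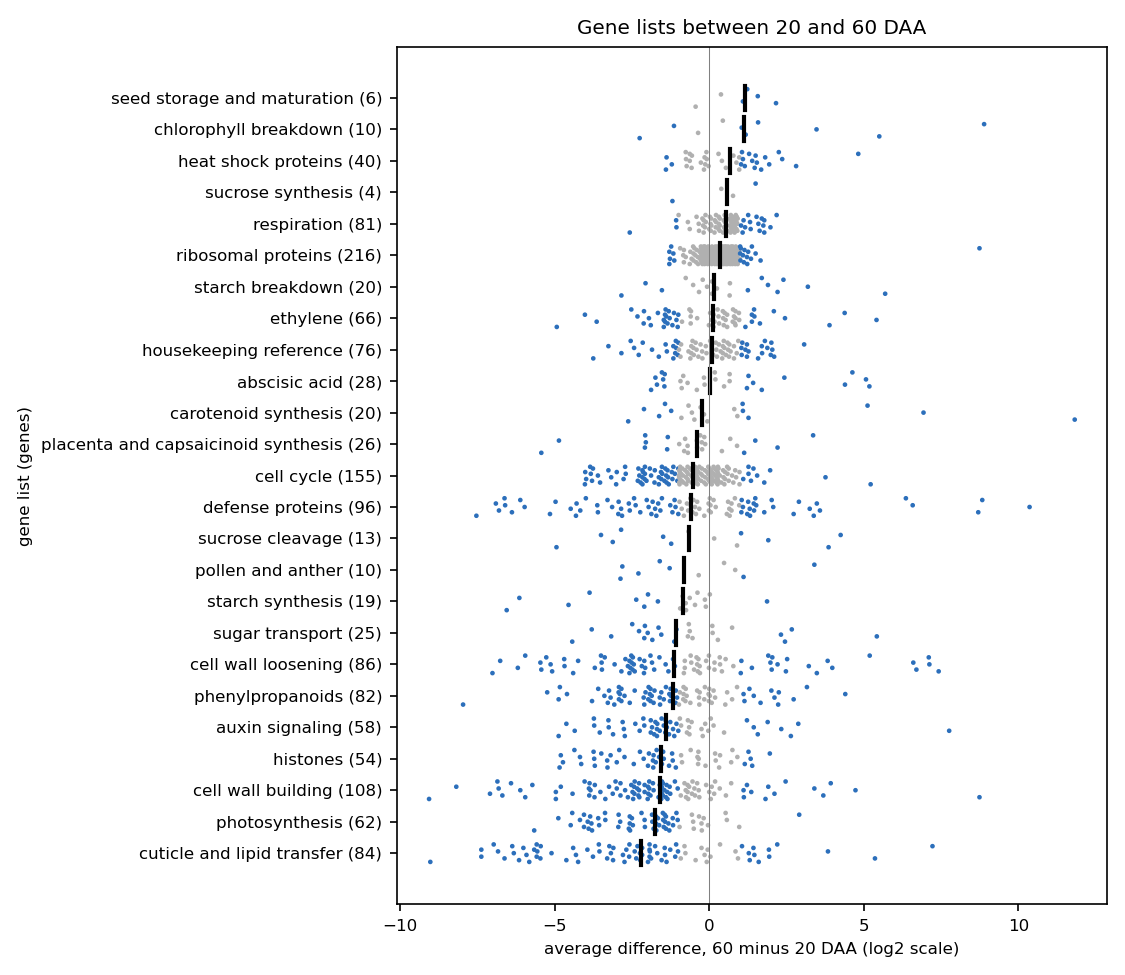
Stage difference (log2, 60 minus 20 DAA, average of the 4 accessions) of every gene in the 25 lists, 1 point per gene, blue where the absolute difference is at least 1, with a black bar at each list's median. The medians run from −2.20 for cuticle and lipid transfer to 1.16 for seed storage.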

These results underscore the coordinated regulation of developmental and metabolic pathways during *C. chinense* fruit ripening. The enrichment of carbohydrate metabolism and polysaccharide remodeling terms provides pathway‐level support for the TSS accumulation observed at 60 DAA. 

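In every accession more of the listed auxin genes fell than rose. *IAA16* (LOC107839415), a repressor that is itself induced by auxin, fell by 4.62 ± 0.18, and an AUX22-like gene (LOC107861853) of the same family fell by 4.87 ± 0.11, with 8 libraries at its lowest value. *ARF5* (LOC107866931), a transcription factor of the auxin response, rose by 2.88 ± 0.08. Of 58 listed auxin signaling genes, 35 fell and 8 rose (the same adjusted over the list alone), with a median of −1.39. The list's adjusted p = 5.9e-05 from limma's camera, and adjusted p = 0.32 with an estimated correlation. By accession 34 fell in Hab, 36 in A101, 31 in Biq and 37 in A18.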

Notably, the overrepresentation of auxin‐activated signaling among downregulated genes is consistent with a decline in auxin activity during the transition to fruit maturity. This observation raises the hypothesis that reduced auxin signaling may release transcriptional repression of sugar metabolism and cell wall loosening programs, thereby contributing to TSS accumulation, which remains to be functionally validated.

## DISCUSSION

### Metabolic and transcriptomic dynamics during fruit development

Comparative analyses of pepper fruits between 20 and 60 DAA revealed distinct transcriptional and metabolic profiles. Although transcription and metabolism are not directly coupled (Caldana et al., 2023), their coordinated changes highlight a strong impact of developmental stage on the regulation of fruit ripening (Seymour et al., 2013; Villa‐Rivera & Ochoa‐Alejo, 2021). 

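Light-harvesting genes and a metallothionein gene were among those with the largest differences by fruit colour, and defensin and lipid transfer genes among those by pungency. The chlorophyll a-b binding protein gene 1B (LOC107855776), which gathers light, had a stage change 4.76 ± 0.20 more positive in red than in yellow fruit (adjusted p = 4.28e-12 from limma). For *MTA* (LOC107873510) the change was −4.99 ± 0.56 in red against yellow (adjusted p = 1.13e-06). The defensin Ec-AMP-D1-like gene (LOC107855074), for an antifungal peptide, fell by 4.88 in Hab, fell by 5.71 in A101, rose by 1.20 in Biq and had −0.35 in A18, a pungent minus non-pungent difference of −5.72 ± 0.19 (adjusted p = 1.64e-13). For *EARLI1* (LOC107867449) that difference was 7.07 ± 0.14 (adjusted p = 3.57e-17). The stage change differed between red and yellow accessions in 1862 genes, between pungent and non-pungent in 584, and between Hab with A18 and Biq with A101 in 630. With the adjusted p alone these were 9250, 3735 and 4696, and with treat 378, 92 and 95. Only 3 ways exist to part 4 accessions into pairs, so no p for the grouping itself is possible below 0.05, and colour goes with origin, since both red accessions are commercial cultivars.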

Fruit developmental stage had a greater impact on transcriptional and metabolic profiles than genotype, and the grouping of DEGs based on fruit color appeared more pronounced than grouping by pungency, suggesting that fruit color is more strongly correlated with gene expression than pungency; however, this inference is based on DEG counts and should be interpreted with caution, especially considering the potential bias caused by the use of the red‐fruited *C. annuum* as a reference genotype.

Organic acids shape fruit flavor and vary dynamically in tomato fruit development (Araújo et al., 2011; Carrari & Fernie, 2006; Centeno et al., 2011). However, unlike tomato, in which a decline in malate and fumarate is associated with ripening (Morgan et al., 2012), *C. chinense* exhibited lower fumarate levels and a decrease in malate (Figure S1). Furthermore, in contrast with tomato (Osorio et al., 2012), no clear transcriptional correlation was found between malate levels and starch‐related genes, pointing toward post‐transcriptional regulation in *C. chinense*. Interestingly, the ripening‐associated increase in free amino acid levels, despite stable total protein content (Figure 2), suggests enhanced protein turnover and/or reduced protein synthesis, reflecting nitrogen remobilization for maturation‐related processes (Gomez‐Zepeda et al., 2026; Ling et al., 2021). These metabolic shifts likely drive carbon–nitrogen balance adjustments rather than directly contributing to TSS accumulation.

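More photosynthesis genes fell than rose in every accession. Of 62 listed genes, 43 fell in Hab, 50 in A101, 29 in Biq and 49 in A18, and 3, 1, 6 and 1 rose. A small subunit gene of Rubisco (LOC107858580), the enzyme that fixes carbon dioxide, fell by 5.66 ± 0.10. Chlorophyll a-b binding protein 13 (LOC107878708) fell in all but Hab, with −5.24 in A101, −4.79 in A18, −1.44 in Biq and −0.06 in Hab, a red minus yellow difference of 4.27 ± 0.17 (adjusted p = 2.2e-12 from limma). The photosystem I gene *psaK* (LOC107848242) rose by 2.91 ± 0.08. On average 49 of the 62 fell and 1 rose (the same adjusted over the list alone), with a median of −1.76. The list's adjusted p = 1.8e-07 from limma's camera, and adjusted p = 0.45 with an estimated correlation. Its median difference between red and yellow was 1.36 (adjusted p = 1.3e-09, and adjusted p = 0.50 with an estimated correlation), with 38 genes more positive and 5 more negative in red fruit. Of 10 listed chlorophyll breakdown genes 6 rose and 2 fell (the same adjusted over the list alone), with a median of 1.11, and pheophorbide a oxygenase (LOC107847505), which opens the chlorophyll ring, rose by 5.50 ± 0.08. That list's adjusted p = 0.037, and adjusted p = 0.45 with an estimated correlation. The call also ended with library medians subtracted and with quantile normalization, though the list's median was then 1.20 and 1.42. Of 20 listed carotenoid synthesis genes 6 rose and 5 fell (the same adjusted over the list alone). Phytoene synthase 2 (LOC107859651), which starts the pathway, fell by 2.11 ± 0.08, and lycopene epsilon cyclase (LOC107840923), of the lutein branch, fell by 2.62 ± 0.05. That list's median was −0.23 while its test pointed up (adjusted p = 0.75).

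**Figure D3:**
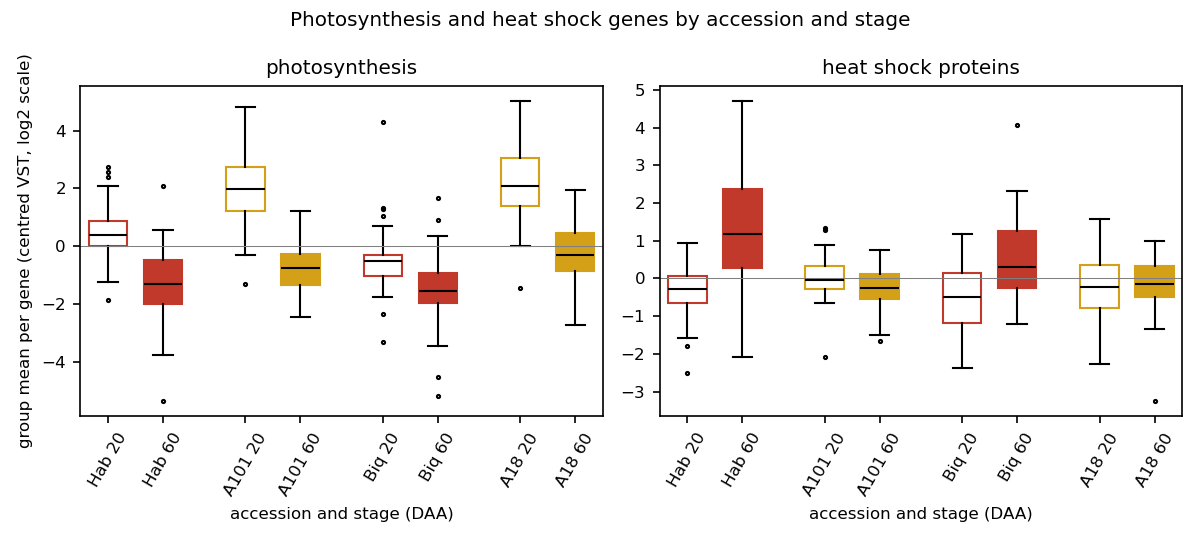
Boxplots over genes of the group means (centred, log2 scale) of the 62 photosynthesis and 40 heat shock genes, by accession and stage, with boxes at the quartiles. The photosynthesis median goes from 0.38 to −1.31 in Hab and from 2.08 to −0.30 in A18, and the heat shock median from −0.29 to 1.19 in Hab and from −0.23 to −0.16 in A18.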

Photosynthesis‐related pathways and starch biosynthesis are highly active at early fruit developmental stages and decline as ripening progresses, concomitantly with chlorophyll degradation and carotenoid accumulation (Osorio et al., 2012; Sadali et al., 2019), a pattern consistently observed in the present study (Figure 2; Table S5). This metabolic shift redirects carbon from storage pools toward soluble sugar accumulation, with glucose, fructose, and maltose contents increasing as starch decreases (Carrari & Fernie, 2006; Centeno et al., 2011). 

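Sucrose-cleaving and starch-degrading genes each went both ways. An alkaline/neutral invertase B gene (LOC107840527), which splits sucrose in the cytosol, fell by 3.50 ± 0.07. An α-amylase-like gene (LOC107867838) rose by 5.69 ± 0.06. A β-amylase gene (LOC107878266), which releases maltose, fell by 2.84 ± 0.08, with 4 libraries at its lowest value, and α-glucan phosphorylase H (LOC107842585), of cytosolic glucan turnover, fell by 2.06 ± 0.10. Of 13 listed sucrose cleavage genes 6 fell and 4 rose (the same adjusted over the list alone), with a median of −0.67 and an adjusted p = 0.82 from limma's camera. Of 20 listed starch breakdown genes 7 rose and 3 fell (the same adjusted over the list alone), with a median of 0.17 and an adjusted p = 0.20.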

At 60 DAA, the downregulation of sucrose degradation genes (i.e., SuSy, invertases), alongside upregulation of α‐ and β‐amylases, suggests that coordinated starch breakdown and sugar import are the primary drivers of sugar accumulation in mature *C. chinense* fruits (Beckles et al., 2012).

TSS content is determined not only by soluble sugars but also by OAs and starch‐derived metabolites (Centeno et al., 2011; Mounet et al., 2009; Tiessen et al., 2002). In tomato, sugars account for around 55% of TSS, with starch breakdown and phloem‐derived sucrose contributing to TSS rise during ripening (Aizat et al., 2014; Beckles et al., 2012; Helyes et al., 2006; Martínez et al., 2007). Consistently, the positive correlation between *CaSUS2* expression and TSS, alongside the inverse relationship between starch and TSS (Figure 2), supports sugar accumulation as a coordinated outcome of sucrose mobilization and starch breakdown in ripening fruits (Durán‐Soria et al., 2020; Fernie et al., 2006). Beyond these canonical pathways, contrasting correlations between cell wall remodeling genes with TSS suggest a prominent role for apoplastic carbohydrate hydrolysis at early ripening stages (Figure 5, Shen et al., 2018), while negative correlations between hexokinase expression and TSS at 60 DAA may reflect reduced sugar sensing as ripening progresses (Halford et al., 1999). Together, these findings suggest that TSS accumulation in *C. chinense* results from the integrated action of sucrose metabolism, starch remobilization, and sugar signaling. However, the exact contribution of alternative metabolites beyond carbohydrates and OAs remains to be elucidated.

### Overrepresented pathways in pepper fruit ripening

Overrepresentation analysis of shared differentially expressed genes (DEGs, Figure 7) highlights that TSS accumulation is tightly integrated with broader developmental shifts rather than being an isolated metabolic event. While primary metabolism directly drives TSS through sucrose cleavage and starch degradation, our data suggest structural remodeling also plays a critical role. Enriched pathways related to cell wall organization and polysaccharide metabolism imply that changes in fruit texture and firmness likely facilitate sugar transport and compartmentalization (Schaffer et al., 2007; Shi et al., 2023). This metabolic sink is further coordinated by hormonal cues, particularly auxin‐activated signaling, which modulates sugar metabolism during fruit ripening (Forlani et al., 2019).

Conversely, prominent shifts in secondary metabolism do not appear to directly impact TSS. The phenylpropanoid pathway, which fuels the production of flavonoids and capsaicinoids, represents a specialized carbon sink (Fayos et al., 2019; Mazourek et al., 2009; Ninkuu et al., 2025; Schaart et al., 2013). Capsaicinoid synthesis, catalyzed by *CaPun1* and absent in non‐pungent varieties, likely influences the overall metabolic balance rather than TSS itself (Jiang et al., 2025; Naves et al., 2022; Ogawa et al., 2015). Similarly, organic acid dynamics, while impacting overall flavor (Liu et al., 2019), operate alongside sugar accumulation. Together, these findings suggest that TSS in *C. chinense* is a complex trait governed by the coordinated interplay of cell wall remodeling, primary metabolism, and hormonal control, while functioning independently of pungency‐related secondary sinks.

Intriguingly, contrasting hormonal architectures of ripening may underlie the divergent transcriptional regulation of sugar metabolism genes observed between tomato and pepper. In tomato, autocatalytic ethylene signaling promotes a rapid and coordinated ripening program that drives sharp changes in soluble sugar mobilization and organic acid degradation (Hu et al., 2024; Yang et al., 2021). By contrast, the limited induction of ethylene biosynthesis genes in pepper shifts the regulation of sugar and organic acid metabolism toward ABA‐dependent pathways (Bai et al., 2021; Mou et al., 2016; Osorio et al., 2012; Wang, Wen, et al., 2025). 

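Ethylene and abscisic acid (ABA) genes showed mixed changes. *NCED1* (LOC107852027), which makes the precursor of ABA, rose by 5.07 ± 0.11, and an ABA-inducible stress gene (LOC107860006) rose by 5.18 ± 0.19. Abscisic-aldehyde oxidase-like genes, for the last step to ABA, had −1.74 ± 0.06 (LOC107875936) and −1.88 ± 0.10 (LOC107847367), both past the threshold. A homolog of the ethylene-forming ACC oxidase (LOC107870641) rose by 5.41 ± 0.07, and an ACC oxidase-like gene (LOC107859634) fell by 4.93 ± 0.26. An EIN3-like gene (LOC107852411), a regulator of the ethylene response, rose by 4.38 ± 0.09, and the ERF034-like transcription factor gene (LOC107840986) fell by 4.02 ± 0.06, with 7 libraries at its lowest value. Of 66 listed ethylene genes 11 rose and 23 fell (the same adjusted over the list alone), with a median of 0.11 and an adjusted p = 0.74 from limma's camera. Of 28 listed ABA genes 9 rose and 7 fell (the same adjusted over the list alone), with a median of 0.02 and an adjusted p = 0.54.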

As ABA accumulates progressively, it regulates responsive transcription factors such as *AREB/ABF* that control key sugar metabolism enzymes (Du et al., 2024; Ma et al., 2017; Zhu et al., 2023), resulting in more gradual metabolic adjustments than those observed in tomato. Together, reduced ethylene signaling combined with the predominant ABA influence likely shapes the distinct metabolic landscape governing fruit flavor and quality development in pepper.

### Temporal reprogramming of gene expression and metabolite levels

At 20 DAA, positive correlations between TSS and pigments, starch, and sucrose (Figure 5A) reflect a developmental stage in which active photosynthesis sustains carbon supply and builds reserves (Klie et al., 2014; Wang, Li, et al., 2025). Negative correlations with amino acids (glycine and proline, 4‐hydroxyproline) and TCA cycle intermediates (quinic acid and citric acid) are consistent with the rise in OAs and nitrogen‐containing compounds, reflecting carbon allocation toward anabolic processes rather than soluble sugar pools (Zhang et al., 2020).

At the transcriptional level, positive correlations with cell wall‐modifying genes (*CaXTH31*, *CaXTH9*) and lipid transfer proteins (*CaLTPG1*, *CaLTPL1*) suggest that early fruit expansion and surface remodeling are coordinated with sugar import (Figure 5A, Cosgrove, 2005; García‐Coronado et al., 2022; Li et al., 2023). Conversely, negative associations with structural genes (*CaPRP4*, *CaCSLG2*, *CaEXT2*) and *CaHST* suggest selective carbon diversion away from structural deposition (Lamport et al., 2011). A notable finding is that *CaGH3.1* shows a strong positive correlation with TSS at 20 DAA (Figure 5A), supported by its extremely low transcript levels at this stage (Table S5). GH3 enzymes conjugate free IAA to amino acids, lowering active auxin levels, and GH3‐mediated auxin inactivation has been identified as a prerequisite for ripening onset and progression in several fleshy fruits (Bernales et al., 2019; Böttcher et al., 2011; Peat et al., 2012; Sravankumar et al., 2018). 

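*GH3.1* (LOC107840207), whose enzyme joins auxin to amino acids, rose in every accession and more in red fruit. The rise was 8.40 in Hab, 6.91 in A101, 8.24 in Biq and 7.48 in A18, on average 7.76 ± 0.09 (adjusted p = 1.78e-22 from limma). It was 1.13 ± 0.19 larger in red than in yellow fruit (adjusted p = 6.22e-05). At 60 DAA the gene's level was 4.46 ± 0.02 (SD, n = 2 libraries) in Hab, 3.14 ± 0.44 (SD, n = 3) in A101, 4.32 ± 0.30 (SD, n = 3) in Biq and 3.70 ± 0.25 (SD, n = 3) in A18.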

The sharp increase in *CaGH3.1* expression at 60 DAA (Table S5), therefore, suggests that auxin attenuation via this gene may act as a staged hormonal switch that first sensitizes, and later consolidates, a ripening‐permissive state favoring sugar accumulation in *C. chinense*. Further studies will be required to test this mechanism directly.

By 60 DAA, the shift from negative to positive correlations between TSS and total free amino acids (Figure 5B) is consistent with amino acid catabolism feeding the TCA cycle and carbohydrate metabolism via the GABA shunt. This pathway connects nitrogen metabolism to sugar pools as photosynthate import declines (Fait et al., 2008). Concurrently, the persistent positive correlations with *CaEXPA4*, *CaXTH7, and CaPXG5* suggests that cell wall remodeling activity is redirected toward apoplastic sugar loading rather than cell expansion (Cosgrove, 2005). Furthermore, strong positive correlations with defense and cuticle biosynthesis genes (*CaEPHX2*, *CaCYP89A2*, *CaGPAT6*, *CaDCR*) support the hypothesis of intensified barrier formation and oxidative stress responses accompanying late‐stage sugar accumulation (Figure 5B) (Li et al., 2022). Conversely, the negative correlations observed with *CaEXT2*, *CaPG2*, and carotenoids suggest a metabolic transition away from structural biosynthesis in favor of solute loading (Durán‐Soria et al., 2020; Xue et al., 2020). Intriguingly, this uncoupling suggests that TSS accumulation is regulated independently of carotenoid build‐up during late ripening stages.

Overall, TSS accumulation in *C. chinense* follows a temporal stage logic: at 20 DAA it is primed by photosynthetic carbon supply and cell wall loosening, while at 60 DAA, it is supported by starch and amino acid catabolism together with continued cell wall remodeling. This coordinated metabolic and transcriptional reprogramming, operating without an ethylene burst of climacteric species, highlights possible auxin homeostasis and nitrogen–carbon crosstalk as underexplored regulatory nodes in non‐climacteric fruit quality (Fuentes et al., 2019; Giovannoni, 2001; Klee & Giovannoni, 2011; Kou et al., 2021).

### Transcriptional reprogramming during maturation

In *C. chinense* pericarp, the 60 most variably expressed genes cluster into two groups: one, highly expressed at 20 DAA and downregulated by 60 DAA, and another with low early expression that rises sharply in ripe fruit (Figure 6; Table S5). These complementary trajectories reflect a coordinated shift from cell wall fortification and defense toward metabolic remobilization and secondary metabolite biosynthesis during fruit maturation, paralleling TSS accumulation.

The downregulated gene set includes extensin‐2‐like structural glycoproteins, xyloglucan endotransglucosylase/hydrolases, β‐1,3‐glucanases and proline‐rich proteins, all implicated in reinforcing cell wall integrity and mediating defense responses (Brummell, 2006; Cosgrove, 2005; Zuo et al., 2019). 

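Among the falling genes of Table S5, *EXT2* (LOC107850124) fell by 6.85 ± 0.19 and *PRP1* (LOC107868954), a proline-rich protein gene, fell by 6.81 ± 0.11. *FLA2* (LOC107878109), an arabinogalactan protein gene of the wall, fell by 7.09 ± 0.12. *BG3* (LOC107878179), a β-1,3-glucanase gene, fell by 6.90 ± 0.10, with adjusted p = 1.79e-21 from limma. By accession *BG3* had −7.84 in Hab, −6.39 in A101, −6.75 in Biq and −6.62 in A18. Table S5 puts *EXT2* in its cell wall class, *PRP1* under lipid metabolism, *FLA2* under secretory vesicles and *BG3* under defense. The study chose these genes for their variance on the same libraries.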

Their downregulation at 60 DAA coincides with cell wall loosening and fruit softening, processes associated with enhanced solute accumulation during ripening (Berry et al., 2019; Brummell, 2006). Concomitant repression of chitin‐binding lectins and defensin‐like proteins may suggest a late‐stage reduction in defense investment and possible reallocation of nitrogen and carbon from protective proteins toward primary metabolism, although the mechanistic link remains to be established (Desnoues et al., 2014).

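Defense genes moved in both directions. *HEL* (LOC107864800), a chitin-binding lectin gene, fell by 6.60 ± 0.15. *FST* (LOC107849555) fell by 7.53 ± 0.20, and by 2.70 ± 0.39 less in red than in yellow fruit (adjusted p = 1.84e-05 from limma). Of the flower-specific defensin-like genes under the symbol *D1*, one (LOC107877539) fell by 6.38 ± 0.21 and the other (LOC107877541) rose by 6.36 ± 0.32. *DEF1* (LOC107838797) rose by 10.36 ± 0.19. Of 96 listed defense genes 41 fell and 25 rose (the same adjusted over the list alone), with a median of −0.60 and an adjusted p = 0.14 from limma's camera.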

Conversely, upregulated genes during maturation include capsanthin/capsorubin synthase, lipoxygenases, GDSL acyltransferases and probable peroxygenases, consistent with enhanced carotenoid and oxylipin biosynthesis underlying fruit pigmentation and flavor (Figure 6, Gonzalez‐Gordo et al., 2022; Song et al., 2022). 

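Pigment and oxylipin genes of Table S5 went different ways. *CCS* (LOC107875664) rose by 11.82 ± 0.17 and *PXG5* (LOC107871079), a peroxygenase gene that oxidizes fatty acids, by 7.13 ± 0.07, with 6 libraries at its lowest value. *LOX2.1* (LOC107874197), a chloroplastic lipoxygenase gene at the start of oxylipin synthesis, fell by 7.52 ± 0.08 (adjusted p = 6.21e-23 from limma). By accession the difference was −7.14 in Hab, −7.94 in A101, −6.45 in Biq and −8.55 in A18.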

The induction of β‐galactosidase‐like and β‐carotene hydroxylase enzymes may contribute to cellular osmotic balance, favoring solute accumulation and maintenance of high TSS levels (Jin et al., 2006; Liu et al., 2019; Villa‐Rivera et al., 2022). Activation of glucanases and GDSL lipases may also facilitate redistribution of carbon and solutes within fruit tissues, supporting the accumulation of soluble compounds associated with higher TSS (Miedes et al., 2014; Shen et al., 2022).

In *C. chinense*, TSS accumulation appears to result from a broader metabolic transition that redirects carbon toward vacuolar reserves, independently of climacteric ethylene signaling. Among the genes identified here (Table 1), *CaSUS2, CaSWEET10*, *and CaAMY1/2* emerge as the strongest candidates for direct regulation of sugar transport, mobilization, and accumulation, rendering them priority targets for future functional validation. In contrast, the weak association between TSS and pigmentation‐related genes, coupled with the distinctive expression profile of the auxin‐conjugating gene *CaGH3.1*, suggests that sugar accumulation, carotenoid biosynthesis, and auxin homeostasis may be only partially coordinated processes. Interestingly, recent spatial transcriptomic studies have identified *AP2* and *PPR* transcription factors as important regulators of carotenoid biosynthesis in *Capsicum* (Reddy et al., 2025), indicating that additional upstream regulators linking fruit quality traits remain to be discovered. Clarifying how these regulatory networks integrate sugar accumulation, pigment biosynthesis, and hormone signaling will refine current models of fruit quality regulation in non‐climacteric Solanaceae crops, ultimately providing strategic targets for molecular breeding efforts aimed at improving fruit quality (Böttcher et al., 2011; Falagán & García‐Pastor, 2025; Peat et al., 2012; Sravankumar et al., 2018; Yuan et al., 2019).

## EXPERIMENTAL PROCEDURES

### Plant material and experimental conditions

To explore the metabolic and transcriptional determinants of TSS in *C. chinense*, we selected two contrasting accessions, A18 and A101, from the germplasm bank of the Federal University of Viçosa. These accessions originate from different geographic regions, A18 from Pindaré‐Mirim, Maranhão and A101 from Viçosa, Minas Gerais (Rosado‐Souza et al., 2015). In addition, two commercial genotypes were included as contrasting references: Habanero, a pungent cultivar of Mexican origin, and Biquinho, a non‐pungent Brazilian cultivar (Figure 1A). The accessions differ markedly in fruit pungency and color, providing a valuable contrast for investigating traits associated with fruit quality.

We conducted the experimental procedures as previously described (Rodrigues‐Salvador et al., 2022). Seeds were collected from field‐grown plants covered with white polyester fabric for at least two consecutive generations to ensure self‐pollination. Germination was performed on a commercial substrate (Tropstrato HT hortaliças, Vida Verde, Mogi Mirim‐SP, Brazil), and 25 days after sowing, seedlings were transplanted into 5 dm^3^ pots with a mixture of soil and substrate (1:1 w/w). Each pot was fertilized with 5.62 g of fertilizer 20‐5‐20 (N‐P_2_O_5_‐K_2_O, Heringer). Plants were grown in a greenhouse located in Viçosa, Minas Gerais, Brazil (642 m a.s.l., 20°45' S; 42°51' W), with regular irrigation and weekly fertilization of a solution containing 5 g L^−1^ of (NH_4_)_2_SO_4_ and 2.5 g L^−1^ of KCl, using 40 mL per pot.

### Fruit harvests

To determine the precise age of the fruits, we marked flowers at anthesis following the onset of flowering as previously described (Osorio et al., 2012). Pericarp samples from the four *C. chinense* accessions were collected at midday at two developmental stages: 20 and 60 days after anthesis (DAA). For each accession and stage, six fruits were collected for metabolic analysis and three fruits for RNA‐seq analysis. All samples were snap‐frozen in liquid nitrogen and stored at −80 °C until processing. Frozen samples were homogenized using a ball mill before metabolic profiling and transcriptomic analyses.

### Pigment quantification

We determined chlorophyll *a*, chlorophyll *b*, and total carotenoids as described by Wellburn (1994), with minor modifications. Approximately, 40 mg (fresh weight) pericarp powder was suspended in 2 mL of 80% acetone, incubated in darkness for 30 min, and centrifuged at 15000 ***g*** for 10 min at 4 °C. The absorbance of the supernatant was measured at 470, 646, and 663 nm using a spectrophotometer (VERSA max microplate reader).

### Metabolite profiling

We performed metabolite extraction, derivatization, internal standard addition, and sample injection for gas chromatography time‐of‐flight mass spectrometry (GC‐TOF‐MS: Agilent 7890 A GC system coupled to a Pegasus HT TOF/MS, LECO) according to Osorio et al. (2012). Chromatograms and mass spectra were processed using Chroma TOF 1.0 (LECO) and TAGFINDER 4.0 (Luedemann et al., 2008). Metabolite identification was performed using the Golm Metabolome Database (Kopka et al., 2005).

### Quantification of primary metabolites

The contents of starch, sucrose, fructose, and glucose in the pericarp tissues were determined following Fernie et al. (2001). Total protein and free amino acid levels were quantified as described (Cross et al., 2006). Malate and fumarate levels were determined as previously reported (Nunes‐Nesi et al., 2007). Total soluble solids (TSS) were quantified using a portable digital refractometer (ATC 106‐D Biobrix) expressed in °Brix (Lannes et al., 2007).

### Determination of phenolic compounds and secondary metabolites

Total soluble phenols were quantified using the Folin–Ciocalteu method (Sun et al., 2007). Individual secondary metabolites were quantified by high‐performance liquid chromatography (HPLC, Keinänen et al., 2001) with modifications. Ethanolic extracts were obtained from 50 mg of freeze‐dried pericarp tissue (Cross et al., 2006). After filtration on a 0.22 μm Millipore membrane, 50 μL aliquots were injected into an HPLC equipped with an Agilent ZORBAX Eclipse Plus C18 column (150 mm × 3.0 mm i.d., particle size 3 μm). Absorbance was recorded at 210, 254, 320, and 365 nm. The biphasic elution system consisted of phase A (0.25% of H_3_PO_4_ in ultrapure H_2_O, pH 2.2) and phase B (100% acetonitrile), with the following program settings: 0–6 min (0–12% B), 6–10 min (12–18% B), and 10–30 min (18–58% B), at a flow rate of 1 mL min^−1^. Identification and quantification of metabolites were performed using authentic standards and external calibration curves.

### RNA extraction

Total RNA was extracted from pericarp tissues at 20 and 60 DAA using TRIzol™ reagent (Invitrogen, Carlsbad, CA, USA; Cat. No. 15596018), following the manufacturer's instructions. Residual genomic DNA was removed by treatment with RQ1 RNAse‐Free DNase I (Promega, Madison, WI, USA, Cat. No. M6101), according to the manufacturer's instructions. RNA quality was assessed by agarose gel electrophoresis and spectrophotometry (Nano‐Drop, Wilmington, DE, USA). Total RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) with the RNA 6000 Nano Kit (Cat. No. 5067–1511). Only samples with an RNA Integrity Number (RIN) higher than 8.0, an OD260/280 between 1.8 and 2.2 and an OD 260/230 ≥1.8 were selected for cDNA library construction. cDNA libraries were prepared using the TruSeq PE Cluster Kit v3‐cBot‐HS (Illumina, San Diego, CA, USA; Cat. No. PE‐401‐3001) according to the manufacturer's instructions. Sequencing was performed on an Illumina HiSeq™ 2500 using a 12‐h high‐output (HO) run to generate paired‐end 100 bp reads.

### RNA‐seq analysis

The RNA‐seq analysis pipeline is illustrated in Figure 1C. Briefly, raw sequencing reads were trimmed using fastp version 0.23.1 (Chen et al., 2018) to remove adapter sequences and low quality bases. Reads with a mean Phred quality score below 20 were filtered using a sliding window size of three. Quality control of pre‐ and post‐trimmed reads was also performed using fastp.

Trimmed reads were submitted to quasi‐mapping‐based quantification using Salmon (v1.6.0) (Patro et al., 2017) against a *C. annuum* Zunla‐1 (Qin et al., 2014) reference genome + transcriptome index. We used the *C. annuum* Zunla‐1 genome as reference due to the available *C. chinense* genome being flagged as contaminated, which raises concerns regarding its reliability for transcriptomic analyses. Also, the Zunla‐1 genome remains a well‐annotated and widely used reference in *Capsicum* studies (Han et al., 2023; Kim et al., 2021; Liu et al., 2023; Wang et al., 2020), supporting robust gene expression analyses and cross‐study comparability. Importantly, the validity of this approach was confirmed by ortholog‐based analyses between PI159236 (*C. chinense*) and Zunla‐1 (*C. annuum*) (Figures S4 and S5), which showed highly consistent expression patterns (Spearman's ρ > 0.84) across genotypes and developmental stages, indicating that the choice of reference genome did not bias the biological conclusions.

First, strict 1:1 orthologs were identified among the three accessions using OrthoFinder (v2.5.4) based on their annotated protein sequences. For each tissue‐stage combination (A18, A101, Biq, Hab at 20 and 60 DAA), mean TPM values per orthogroup were calculated by averaging across biological replicates. All subsequent analyses were performed on log_10 _(TPM + 1)‐transformed values to improve visualization and stabilize variance. Pairwise Spearman correlations between PI159236 and each of the other two accessions were computed for every condition, and the results were displayed as scatter plots with the diagonal *y* = *x* line for the comparison PI159236 x Zunla‐1. Additionally, DEGs in Zunla‐1 between stages (60 versus 20 DAA) were identified using DESeq2 (|log2FC| ≥1, *P*adj <0.05) and mapped to their corresponding orthogroups. In the scatter plots, DEGs were highlighted in blue, and separate Spearman correlations were calculated for the DEG subset. All figures are provided in the Supplementary Information. Salmon was run in paired‐end mode with automatic library type detection (‐l A). To improve quantification accuracy, sequence‐specific bias correction (‐‐seqBias) and GC‐content bias correction (‐‐gcBias) were enabled, and selective alignment was performed using the ‐‐validateMappings flag, which increases specificity by rescuing reads that would otherwise be discarded under strict quasi‐mapping. Mapping rates (Figure S3A) and library sizes (Figure S3B) were inspected for each sample via the log files generated during quantification and reported.

All 22 samples were processed independently, and output quantification files were subsequently imported into R version 4.2.0 (R Core Team, 2024) using the tximport package for downstream differential expression analysis. Raw read counts were filtered to remove genes with zero expression across all samples, summarized at the gene level, and DEGs were identified using DESeq2 version 1.36.0 (Love et al., 2014).

### Experimental design and statistical analysis

The experiment was conducted in a randomized block design, using five and three biological replicates per *C. chinense* accession for metabolite and RNA‐seq analyses, respectively. Each biological replicate consisted of tissue from at least three homogeneous fruits harvested from the same plant.

Metabolite data were analyzed by two‐way ANOVA (OLS) on log_2_‐transformed values, including genotype, stage (20 and 60 DAA), and their interaction. Estimated marginal means and Tukey's HSD pairwise comparisons (statsmodels) were used, with significance at adjusted *P* < 0.05; group differences were summarized by compact letter display (CLD). For heatmap visualization, z‐scores were calculated per metabolite from log_2_ emmeans by centering on the grand mean and scaling by the standard deviation across groups, enabling comparisons across metabolites with different units (GC–MS peak areas and molar concentrations). All heatmap analyses were conducted in Python using NumPy, SciPy, Pandas, and statsmodels.

In the RNA‐seq analysis, genes with FDR <0.05 (Benjamini & Hochberg, 1995) and |log_2_ fold change| ≥ 1 were considered differentially expressed. Metabolite–transcript Pearson correlation coefficients (PCCs) were calculated in R version 4.3.0 (R Core Team, 2024), and correlograms were generated for 20 and 60 DAA, retaining only significant correlations (FDR ≤0.05). Genes were grouped by functional classification, and correlograms were plotted using ggplot2 from the gplots package (Wickham, 2011).

## AUTHOR CONTRIBUTIONS

AN‐N conceived the project, designed research, and secured funding. AR‐S performed the experiments; AR‐S, RPO‐G, and L.R.‐S. performed biochemical analyses. WEBB analyzed the data and performed statistical analysis. AR‐S, WEBB, and RPO‐G wrote the first draft of the manuscript. FS, ARF, C dos SV, DGG, PMPV, DMR‐P, WLA, AZ, and AN‐N reviewed and contributed to the discussion of the manuscript. All authors read and approved the manuscript.

## CONFLICTS OF INTEREST

Regarding this study, the authors attest that there are no conflicts of interest.

## Supporting information

**Figure S1.** Genotype‐dependent regulatory amplitude over a shared ripening metabolic program drives divergent sugar accumulation, organic acid metabolism, and chromoplast differentiation across pungent and non‐pungent *C. chinense* accessions. Heatmap of Log_2_ FC of pigments, macromolecules, and metabolic profile in pericarp of fruits from four *C. chinense* accessions comparing 60 DAA against 20 DAA, in pungent (Hab and A101) and non‐pungent (Biq and A18) peppers. A color‐coded matrix represents the mean values of the Log_2_ FC across metabolites in five biological replicates of pericarp from pepper accessions. Blue and red squares represent negative and positive values, respectively. Pigments, starch, total proteins, total amino acids, and total soluble phenols were quantified spectrophotometrically. All other metabolites were quantified by GC–MS. Data were analyzed variable by variable using one‐way ANOVA followed by post‐hoc Tukey's HSD at 5% of significance.

**Figure S2.** Dynamics of soluble sugars and starch accumulation during *Capsicum* fruit development. Changes in the levels of (A) glucose, (B) fructose, (C) sucrose, and (D) starch across the assessed genotypes and developmental stages. Soluble carbohydrates (A–C) were profiled using GC–MS, and their abundances are expressed as the log2‐transformed relative response. Starch content (D) was quantified via an enzymatic assay and is presented as absolute concentration. Data represent the mean ± SE of five biological replicates. Statistical significance was determined by two‐way ANOVA followed by Tukey's post‐hoc test; different letters indicate statistically significant differences between groups (*P* < 0.05).

**Figure S3.** Comparative mapping rates of RNA‐seq reads against two distinct reference genomes. For each of the 22 *Capsicum* samples (genotypes A18, A101, Hab, and Biq at 20 and 60 days after anthesis), the percentage of reads that mapped to the corresponding reference genome is shown. (A) Data points indicate individual biological replicates with specific mapping percentages in black. Alignment to the PI159236 reference genome (orange) exhibits mapping rates between 47.7% and 58.0%. In contrast, alignment to the Zunla‐1 reference genome (red) shows consistently higher mapping rates, ranging from 72.7% to 85.6%. The absolute minimum and maximum mapping rates observed for each reference are highlighted in bold dark blue and red, respectively, while values on the far right represent the overall mean ± standard error (SE) across all samples. The overall high mapping efficiency against the Zunla‐1 genome confirms the good quality of the RNA‐seq data and supports the comparability of expression estimates across *Capsicum* genotypes. (B) The library sizes for each sample are indicated in the barplot.

**Figure S4.** Cross‐species transcriptome conservation between *C. chinense* (PI159236) and *C. annuum* (Zunla‐1) supports the validity of heterologous reference‐based quantification. Scatter plots display Spearman rank correlations of transcript abundance (TPM) for single‐copy orthogroups between PI159236 and Zunla‐1 at 20 DAA (A–D) and 60 DAA (E–H) across all four accessions (Hab, Biq, A18, and A101). Analysis was restricted to moderately to highly expressed genes (25th–75th TPM percentiles). Point colors indicate accession identity (red: Hab and Biq; orange: A18 and A101; blue: differentially expressed genes identified by DESeq2) and shapes denote developmental stage (triangles: 20 DAA; squares: 60 DAA). The dashed diagonal represents the *y* = *x* line. Spearman's ρ, *P*‐value, and number of orthogroups (*n*) are shown in each panel. High positive correlations across all accession‐stage combinations indicate strongly conserved ortholog expression patterns between species, validating the use of the Zunla‐1 reference transcriptome for quasi‐mapping‐based quantification of *C. chinense* reads.

**Figure S5.** Cross‐species transcriptome conservation between *C. chinense* (PI159236) and *C. annuum* (Zunla‐1) supports the validity of heterologous reference‐based quantification. Scatter plots display Spearman rank correlations of transcript abundance (TPM) for single‐copy orthogroups between PI159236 and Zunla‐1 at 20 DAA (A–D) and 60 DAA (E–H) across all four accessions (Hab, Biq, A18, and A101). Analysis was restricted to moderately to highly expressed genes (25th–75th TPM percentiles). Point colors indicate accession identity (red: Hab and Biq; orange: A18 and A101; blue: differentially expressed genes identified by DESeq2) and shapes denote developmental stage (triangles: 20 DAA; squares: 60 DAA). The dashed diagonal represents the *y* = *x* line. Spearman's ρ, *P*‐value, and number of orthogroups (*n*) are shown in each panel. High positive correlations across all accession‐stage combinations indicate strongly conserved ortholog expression patterns between species, validating the use of the Zunla‐1 reference transcriptome for quasi‐mapping‐based quantification of *C. chinense* reads.

**Table S1.** Metabolite abundance data and statistical analysis underlying the heatmap are shown in Figure 2. Five biological replicates were analyzed for each genotype‐stage combination (A18_20 DAA, A18_60 DAA, A101_20 DAA, A101_60 DAA, Biq_20 DAA, Biq_60 DAA, Hab_20 DAA, and Hab_60 DAA). Sixty‐three metabolites and metabolic features were quantified. For each compound, the table reports metabolite/feature abundance or concentration, *P*‐values from two‐way ANOVA + Tukey HSD, and log2 fold change values [log2(60 DAA/20 DAA)] calculated for each genotype. Abbreviation: DAA, days after anthesis.

**Table S2.** VST‐normalized transcriptome dataset across *Capsicum chinense* genotypes and developmental stages. Gene expression profiles were generated from pericarp tissue of four *C. chinense* genotypes (Biq, Hab, A101, and A18) sampled at 20 and 60 DAA. The dataset includes only genes that passed the filtering criteria of a minimum of 10 reads in at least two samples per experimental group. Most genotype‐stage combinations are represented by three biological replicates; A18_20 DAA and Hab_60 DAA are represented by two biological replicates. Gene annotation columns include GENE_SYMBOL, GENENAME, REFSEQ accession number, and ENTREZID identifier.

**Table S3.** Metabolite abundance and gene expression data used for the Pearson correlation analysis are shown in Figure 5A. This table contains the metabolite abundance and VST‐normalized gene expression values used to calculate the Pearson correlation coefficients for the 20 DAA correlogram. Data were obtained from four *C. chinense* genotypes (A18, A101, Biq, and Hab) and were used for the correlation analysis presented in Figure 5A.

**Table S4.** Metabolite abundance and gene expression data used for the Pearson correlation analysis are shown in Figure 5B. This table contains the metabolite abundance and VST‐normalized gene expression values used to calculate the Pearson correlation coefficients for the 60 DAA correlogram. Data were obtained from four *C. chinense* genotypes (A18, A101, Biq, and Hab) and were used for the correlation analysis presented in Figure 5B.

**Table S5.** Annotation and expression matrix of most variable genes across *C. chinense* accessions at 20 and 60 DAA. VST‐normalized expression values used for hierarchical clustering and heatmap construction in Figure 6, as well as the gene abbreviations used in Figure 6. The dataset encompasses expression profiles from individual biological replicates of four *Capsicum chinense* accessions (A18, A101, Hab, and Biq) sampled at 20 and 60 DAA, with replicate identities indicated by suffixes (_1, _2, and _3). The table includes gene identifiers (Gene Name, Gene Symbol, ENTREZ_ID, locus ID, and REFSEQ accession), assigned functional categories, and curated descriptions for the 51 fully annotated genes. These genes are associated with major biological processes underlying fruit development and ripening, including carbohydrate and lipid metabolism, cell wall remodeling, carotenoid biosynthesis, auxin and alkaloid metabolism, photosynthesis, cellular respiration, and defense responses. Positive and negative expression values reflect relative differences in transcript abundance, enabling direct visualization of stage‐ and genotype‐dependent transcriptional reprogramming.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article. The raw and processed sequence data reported in this paper have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi) under the accession number GSE326045.

How the deposited data were processed for this re-analysis (not part of the article)

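RNA from pericarp of 4 *C. chinense* accessions at 20 and 60 DAA was measured in 22 libraries, in 8 groups of accession and stage. The groups hold 3 libraries each, except A18 at 20 DAA and Hab at 60 DAA with 2. The methods state that a replicate pooled fruits of a single plant in a randomized block design. The columns of the table name accession and stage but no replicate number, so libraries were assigned to groups only, although the sample titles and Table S5 number the replicates, and no library at one stage was paired with one at the other. Single libraries are called a, b and c in the closing section by the order of their columns.

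The authors trimmed reads with fastp 0.23.1 and quantified transcripts with Salmon 1.6.0 in quasi-mapping mode against the *C. annuum* Zunla-1 reference. They then summarized counts with tximport in R 4.2.0 and tested with DESeq2 1.36.0. The deposited table holds values of the authors' variance-stabilizing transformation, close to log2, for 16922 genes after their filter on low counts. The largest absolute mean of a gene over the libraries is 0.00036, so the values are centred per gene, and they run from −7.169 to 10.7. The 1408 genes of Table S2 in hand differ from the table by at most 5e-04. Names were taken from the table's own annotation, in which 12760 genes have a descriptive name and 4162 have none or are called uncharacterized. None of the gene IDs (0) is in the *C. chinense* reference table, so no coordinates are given. No counts are in the table, so the depth per library is unknown from it, and the library sizes that the legend of Figure S3 says are plotted there were not used here. No interval that needs the depth is given; precision was taken from the spread between libraries.

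The values were fitted in R 4.3.3 with limma 3.58.1, with a mean per group, no covariate, and eBayes without trend or robust estimation. The fit left 14 residual degrees of freedom with 4.51 prior degrees of freedom, a prior variance of 0.02409 and a median residual SD of 0.16. Contrasts were the stage difference in each accession, its average, and its difference between red and yellow, between pungent and non-pungent, and between Hab with A18 and Biq with A101. Differences between accessions within a stage were tested with limma's moderated F. The threshold was a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 difference of at least 1. The 25 gene lists, matched by words in the gene names, were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, under which 0 lists passed in any contrast. Principal components were taken of all genes without scaling. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

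Genes named in the text follow a rule: the 11 genes of Table 1; the genes of Table S5 that the paper names; the 8 named genes with the largest rise and the 8 with the largest fall on average, and the 3 largest each way in each accession, with every 60 DAA library on one side of every 20 DAA library; the 5 largest differences each way by colour and by pungency; up to 2 members each way of each list; and up to 2 unnamed IDs each way. The values of Table 1, Table S5 and part of Table S2 had been seen when the rule was written.

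The alternatives were quantile normalization, subtraction of library medians, array weights, robust eBayes, a fit on the libraries of a single accession, no minimum difference, treat against a difference of 1, the estimated correlation, other gene sets and scaling for the components, other measures of variability, and each library left out in turn. A draw of 2 libraries from every group was added after the data had been seen. The method was tested on simulated data with each gene's residual SD, the same in all groups, so unequal spread between groups was not tested. At a log2 difference of 3 it called 100% of changed genes in every contrast, and at 1.5 between 94% and 100%. At 0.5, below the minimum difference, it called at most 1.5%. Of the changed genes 0 were called in the wrong direction. At most 2 unchanged genes were called in any contrast, which the minimum difference also keeps low, and of 20 unchanged lists 0. The simulated noise was independent between genes, while the estimated correlation was 0.404 in the photosynthesis list and 0.489 in the ribosomal list. The simulated lists therefore do not test the preset correlation of 0.01. Metabolite and carotenoid measurements and the mapping to other genomes were not analysed here, and TSS was used only beside Tables S3 and S4. A filter on low values, replicate blocks and the use of replicates 1 and 2 were left out, because the values are centred and the columns carry no numbers.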

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

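The test by draws of 2 libraries, the test on rising genes, the split of the amplitude test into rising and falling genes and the counts over partings of the accessions were chosen only after their results were seen. The test of progress at 20 DAA was chosen after the photosynthesis levels of the groups, but before its own value. Other tests were fixed beforehand.

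More genes changed with stage in the red-fruited accessions than in the yellow-fruited ones, 7568 in Hab and 6567 in Biq against 5125 in A101 and 5407 in A18. Unequal numbers of libraries are argued against, since with 2 libraries per group both red accessions had more genes in 20 of 20 draws. After quantile normalization the order held, at a ratio of 1.04 (1.02 to 1.04 with single libraries left out). This argues against a difference of scale between libraries as the whole cause. Most of the gap, a ratio of 1.21, went with that step. It gives every library the same distribution of centred values, so it also takes out a real difference in the extent of change. The drop therefore cannot tell a technical difference from a real one. Of the genes past the threshold in the average and in the colour contrast, 70.8% (802 of 1133) had both in one direction, and 729 passed by colour only. By direction the share was 53.5% of the falling genes (320 of 598; 51.6% to 56.3% with single libraries left out), which argues against a larger amplitude of the same changes as the whole cause for them, and 90.1% of the rising genes (482 of 535; 88.8% to 90.7%), for which it stays open. A difference between the accessions in colour or origin stays open and was not tested. The paper also names a potential bias from the red-fruited *C. annuum* reference, which stays open and was not tested here.

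Photosynthesis genes fell less in red fruit, with a median red minus yellow difference of 1.36 over 62 genes (quartiles 0.33 and 1.98). Past the threshold, 38 were more positive and 5 more negative in red fruit. The same list had −0.56 between pungent and non-pungent accessions, and neither difference passed with an estimated correlation. Their levels at 20 DAA were already lower in red fruit, by a median of −2.22 (quartiles −2.67 and −1.73). At 60 DAA the list's median was −1.31 in Hab and −1.53 in Biq, against −0.75 in A101 and −0.30 in A18, so red fruit did not end higher. Slower ripening of red fruit would make the rising genes rise less there, and their median difference was 0.50 toward red. The median absolute stage difference over all genes was also larger in red fruit, 0.88 in Hab and 0.75 in Biq against 0.56 in A101 and 0.58 in A18. The rising genes therefore cannot decide this alone. Earlier ripening would put the other falling genes lower in red fruit at 20 DAA, and their median difference there was 0.03 (quartiles −0.32 and 0.32). Larger stage differences in red fruit could offset such a shift, so the falling genes cannot decide this alone either. Reads shared among light-harvesting genes are argued against by the other 37 photosynthesis genes, with 1.29, and a difference of scale by quantile normalization, with 1.43. The difference may belong to the accessions themselves, in colour or in origin, which was not tested and which these 4 accessions do not separate. A bias from the red-fruited *C. annuum* reference was not tested either.

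The stage change differed between red and yellow accessions in 1079 genes upward and 783 downward, 1862 in all. Between pungent and non-pungent accessions it differed in 279 upward and 305 downward, 584 in all, and between Hab with A18 and Biq with A101 in 306 and 324, 630 in all. Over the 3 ways to part the accessions, as many genes or more were found in 1 parting for colour, in 3 for pungency and in 2 for the remaining one. Partings are too few for a share under 0.05, with a highest other value of 630 for colour and 1862 for the others.

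Each list below passed a test of the difference between groups at the preset correlation, and 0 of them with an estimated one. Between red and yellow fruit the median difference was 0.67 for sucrose cleavage, 1.25 for heat shock proteins, 0.45 for respiration and 0.55 for the housekeeping genes. It was −0.18 for the cell cycle, −0.12 for ribosomal proteins, 0.28 for phenylpropanoids and 0.28 for defense proteins. The defense, phenylpropanoid and ribosomal calls ended without single libraries, at 0.30 and 0.24 without A18 20 DAA replicate b and at −0.02 without A18 20 DAA replicate a, and without other libraries named in the part on processing. The cell cycle call ended with quantile normalization (−0.13), the phenylpropanoid and defense calls with medians subtracted (0.30 and 0.31), and the phenylpropanoid call with array weights too (0.22). Between pungent and non-pungent accessions the medians were 0.16 for ribosomal proteins, −0.17 for auxin signaling and 0.09 for respiration. The auxin and respiration calls ended without Hab 60 DAA replicate a, at −0.16 and 0.08, and with quantile normalization, at −0.13 and 0.06, the auxin call with array weights too, at −0.14, and the ribosomal call without A18 20 DAA replicate b, at 0.07.

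The largest tested differences of single named genes were in the monosaccharide-sensing protein 2-like gene (LOC107859760), with 5.90 between red and yellow, and the kinase gene LOC107867973, with −5.06. Between pungent and non-pungent accessions *EARLI1* (LOC107867449) had 7.07 and the defensin Ec-AMP-D1-like gene (LOC107855074) −5.72.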

How the results depend on the processing

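The draw of 2 libraries per group was the only alternative chosen after the data were seen. No gene effect changed direction, and no list effect that passed the threshold did. The order of shared counts turned with quantile normalization for the red and yellow pairs (4805 against 4818, from 5406 against 4261; lower in both, 2475 against 2621, from 3283 against 2892) and with no minimum for the pungent and non-pungent pairs (from 4197 against 4386, values below); the cause was not tested. Array weights, robust eBayes, subtraction of library medians, the fit on a single accession's libraries and the draws of 2 libraries left all counts of genes within 1.5 times, 35 of 35, 35 of 35, 35 of 35, 26 of 26 and 32 of 32. With no minimum difference, the numbers higher and lower at 60 DAA were 6147 and 7243 in Hab, 5310 and 6424 in A101, 6069 and 7204 in Biq, 5091 and 6116 in A18, and 6750 and 7927 on average. All 4 accessions then shared 7939 genes, 3353 higher and 4326 lower; Hab and A101 shared 9917, Hab and Biq 11454 (5000 higher, 6105 lower), Hab and A18 9772, A101 and Biq 9990, A101 and A18 9477 (4118 higher, 5234 lower), and Biq and A18 9815. Hab alone had 694 and A101 alone 430; the stage change differed in 9250 genes by colour, 3735 by pungency and 4696 in the remaining parting; and 9129 genes differed between accessions at 20 DAA and 13255 at 60 DAA. The numbers for single accessions fell in Hab (from 1467), in Biq (from 612 to 558) and in A18 (from 254 to 223) and grew in A101 (from 279). The other numbers named here grew, as follows from dropping the minimum. With treat, which is stricter by construction, 1106 were higher in A101 and 1154 in A18; all 4 shared 2225, 702 higher and 1522 lower; Hab and A101 shared 2791, Hab and A18 2941, Biq and A18 2903, and A101 and A18 829 higher; and the stage change differed in 378 genes by colour, 92 by pungency and 95 in the remaining parting. With quantile normalization 2937 were higher in A101, A101 and A18 shared 2188 higher, and Hab alone had 750, A101 577 and A18 423; the cause was not tested. Components of the 500 most variable genes held 89.98% and 2.87%, and of genes at unit variance 51.43% and 12.9%. Ranked by range, 31 of the top 60 genes are in Table S5. With an estimated correlation, 0 gene lists passed. Leaving out 1 library at a time moved the first component between 73.82% and 74.5% and the second between 6.78% and 7.34%, and no other count by more than 1.5 times. Of 240 gene effects, 1 fell below and 1 rose past the threshold with medians subtracted, 3 and 1 with quantile normalization, 0 and 2 without the minimum, and 6 and 0 with treat; leaving out libraries changed none of 5280. Of 75 list effects, 2 fell below and 2 rose past with array weights, 25 and 0 with the estimated correlation, 3 and 0 with medians subtracted, and 4 and 2 with quantile normalization; leaving out libraries changed 51 and 14 of 1650. Among average effects this was the heat shock list alone, which passed at a median of 0.73 without A18 20 DAA replicate b; the other changes were in differences by colour or pungency. By colour, the defense call ended (medians 0.25 to 0.31) without A101 20 DAA c, A101 60 DAA b, A18 20 DAA b, A18 60 DAA a or c, Biq 20 DAA b or c, Biq 60 DAA c, Hab 20 DAA a or Hab 60 DAA a; the phenylpropanoid call (0.23 to 0.30) without A101 20 DAA b, A101 60 DAA b, A18 20 DAA b, A18 60 DAA a or c, Biq 20 DAA b, Biq 60 DAA c, Hab 20 DAA a or c or Hab 60 DAA a; and the ribosomal call (−0.11 to −0.02) without A101 60 DAA b, A18 20 DAA a, Biq 20 DAA b or Biq 60 DAA a or b. By pungency, the ribosomal call ended without A18 20 DAA b; the auxin call (−0.19 to −0.10) without A101 20 DAA b, A101 60 DAA b or c, A18 20 DAA b, any A18 60 DAA library, Biq 20 DAA a or c, Biq 60 DAA a or b, Hab 20 DAA b or Hab 60 DAA a; and the respiration call (0.04 to 0.13) without A101 20 DAA b, A101 60 DAA b, A18 20 DAA b, A18 60 DAA a or b, Biq 20 DAA a or b, Biq 60 DAA a or b, Hab 20 DAA b or c or Hab 60 DAA a. A group left with 1 library was assumed to vary like the others. A filter on low values could not be made on centred values, and replicate blocks and replicates 1 and 2 were not run, because the columns carry no numbers. No paired analysis was possible because the columns of the table carry no replicate number, although the sample titles and Table S5 do, columns were not matched to numbers by their values, and the paper's text does not state that equal numbers at both stages share a plant or block. The table gives no counts and the library sizes of Figure S3 were not used here, so the limit that depth sets on low genes was not measured; 1290 genes have 3 or more libraries at their lowest value.

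Exchanging stage labels at random within accessions, the average gave as many higher genes in 1 of 100 splits, the real one (2238, highest other 1017), and as many lower genes in 1 (3632, highest other 2123). Genes shared by all accessions did so in 1 split each (1134 higher and 2287 lower, highest other 0 and 0). A random order of the stage labels is argued against for these counts, at 1 of 100 splits, the smallest share possible here. Exchanged labels also put the stage difference into the spread within groups, which keeps the other counts of shared genes low. For the number of gene lists past the threshold, 12, a random order is not argued against, since 10 splits gave as many and the highest other gave 14. For A101 and for Biq the 10 splits are too few for a share under 0.05, with 5125 and a highest other of 0 in A101, and 6567 and 2 in Biq, 1 split each.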

Differences from the paper's values

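No test in this part was chosen after a result was seen, except that a rule for groups held wholly at a gene's lowest value, which changed 1 of the Table 1 comparisons (*CaSuSy* in Hab, from differing to not), was added after the values were seen. With the numeric limits of the paper's methods, including the minimum difference, 21 of 25 counts and shares differ from the paper's. They do so by more than 1.5 times and by more than the leave-one-out spread. The paper's minimum applies to DESeq2 fold changes and the minimum here to differences of variance-stabilized values. The limits may therefore not be equally strict. The paper's results section gives the numbers of genes higher and lower with the FDR limit alone, and the values with no minimum difference below are at that limit. Of the 44 differences of Table 1, 19 differ by more than the residual SD, and all 44 have the paper's sign. The 2 measures are of different kinds, since Table 1 gives log2 fold changes from DESeq2 and the values here are differences of variance-stabilized values; the cause of the gaps was not tested. The alternatives named are those set before the data were examined; where one is named, the others run for that value differ too. Genes lower at 60 DAA were 4406 in Hab (the paper's 8066), 3329 in A101 (the paper's 6401), 3944 in Biq (the paper's 7474) and 3485 in A18 (the paper's 6491); with no minimum difference they were 7243, 6424, 7204 and 6116, which do not differ. Higher genes were 1796 in A101 (the paper's 3089; 2937 with quantile normalization does not differ), 2623 in Biq (the paper's 4157; 6069 with no minimum, 2915 with medians subtracted and 3046 with quantile normalization do not) and 1922 in A18 (the paper's 3104; 2133 with medians subtracted and 2882 with quantile normalization do not).

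All accessions shared 3430 genes in any direction (the paper's 6309; 7939 with no minimum does not differ), 1134 higher (the paper's 1788; 1273 with medians subtracted and 1611 with quantile normalization do not) and 2287 lower (the paper's 4449; 4326 with no minimum does not). Hab and Biq shared 5406 (the paper's 9540; 11454 with no minimum), A101 and A18 4261 (the paper's 7699; 9477), Hab and A101 4197 (the paper's 7724; 9917), and Biq and A18 4386 (the paper's 7915; 9815), and the values with no minimum do not differ. Lower in both were 3283 in Hab and Biq (the paper's 6281; 6105 with no minimum does not differ) and 2892 in A101 and A18 (beside the paper's 5346; 5234 with no minimum does not). Higher in both A101 and A18 were 1363 (beside the paper's 2250; 1523 with medians subtracted and 2188 with quantile normalization do not differ). For this yellow-fruited pair the paper's text gives 5346 as upregulated and 2250 as downregulated, so both comparisons hold only with its directions exchanged; as its text has them, the directions are opposite to those found here. Genes of a single accession were 612 in Biq (the paper's 1033; every alternative differs), 279 in A101 (the paper's 563; 430 with no minimum and 577 with quantile normalization do not) and 254 in A18 (the paper's 417; 423 with quantile normalization and 318 without A18 20 DAA replicate a do not). The second component held 7.02% (the paper's 2.9%); with the 500 most variable genes it held 2.87%, which does not differ, and the first 89.98% (the paper's 89.6%), while the legend of Figure 3 states that all filtered genes were used.

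For *CaNAC2* the stage difference was 6.23 in Hab (the paper's 6.85), 5.93 in Biq (the paper's 6.40) and 4.98 in A18 (the paper's 5.36), and every alternative differs, and it was 4.41 in A101 (the paper's 4.67; 4.49 with medians subtracted and 4.50 without A101 20 DAA replicate c do not differ). For *CaSWEET10* it was 7.18 in Hab (the paper's 10.45), 5.16 in A101 (the paper's 7.56), 5.34 in Biq (the paper's 8.04) and 4.00 in A18 (the paper's 6.27). For *CaAMY1* it was 2.84 in Hab (the paper's 4.49), 0.93 in A101 (the paper's 1.98), 1.79 in Biq (the paper's 3.37) and 1.24 in A18 (the paper's 2.17). For *CaSuSy* it was −5.36 in A101 (the paper's −11.22), −5.55 in Biq (the paper's −10.99) and −5.89 in A18 (the paper's −9.56). For these last 3 genes every alternative differs. Some 60 DAA libraries of A101 and Biq held the lowest value of *CaSuSy*, −2.60, which limits its falls there, and both of Hab did, so the fall in Hab is at least that of −2.95 and is not counted as different from the paper's −9.80. *CaAMY2* had 2.01 in Hab (the paper's 2.21; 2.12 with medians subtracted and 2.15 without Hab 20 DAA replicate c do not differ) and 2.10 in Biq (the paper's 2.31; 2.19 with medians subtracted and 2.34 with quantile normalization do not). *CaCWIN3* had 2.07 in Hab (the paper's 2.20; 2.18 with medians subtracted, 2.09 with array weights and 2.13 without Hab 20 DAA replicate a do not differ) and 2.29 in Biq (the paper's 2.43; 2.38 with medians subtracted, 2.53 with quantile normalization and 2.34 without Biq 20 DAA replicate c do not).

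The paper's text places lipoxygenases and GDSL genes among those upregulated; *LOX2.1* fell by 7.52 and *GDL79* fell by 9.02, while *CCS* rose by 11.82 and *PXG5* by 7.13, as it states. It lists β-1,3-glucanases among downregulated genes and later speaks of an activation of glucanases. Of these genes *BG3* fell by 6.90 and *BG2* rose by 8.83. Xyloglucan endotransglucosylases are also among its downregulated genes, and *XTH9* and *XTH7* had −7.01 and −6.76 while *XTH31* rose by 7.42. Its discussion gives invertases and sucrose synthases as downregulated at 60 DAA, while its results and Table 1 give *CaINV1*, *CaCWIN3* and *CaSUS2* as upregulated. Here 6 of the 13 listed genes fell and 4 rose, among them *CaINV1* by 4.25 and *CaSUS2* by 3.86, the direction of Table 1. The gene called *CaCWIN3* bears the name of a chloroplastic neutral/alkaline invertase in the annotation. Group means of the 51 genes in Table S5 differ from those computed here by up to 0.21, with a median of 0.12.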

Other observations

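All tests in this part were chosen before their results were seen. Among the largest differences by pungency were single genes of central and of aromatic metabolism. Phosphoenolpyruvate carboxykinase (LOC107867324), which turns organic acids toward sugar, rose by 5.27 in Biq and 2.22 in A18, against −0.74 in Hab and −0.76 in A101, a pungent minus non-pungent difference of −4.50 ± 0.19 (adjusted p = 3.49e-12 from limma). A salicylate carboxymethyltransferase-like gene (LOC107864268), which makes a scented ester, rose by 3.74 in Biq and 2.43 in A18 and had −1.30 in Hab and −2.04 in A101, both past the threshold. The kirola-like gene (LOC107870775), of a family of latex and pollen proteins, rose by 7.70 ± 0.16 in Hab, 3.66 ± 0.14 in A101 and 1.28 ± 0.14 in Biq and had 0.37 in A18. A zingipain-2-like protease gene (LOC107868368) rose by 7.30 ± 0.21 in Biq, 4.26 ± 0.23 in A18 and 3.64 ± 0.23 in Hab, and had 0.49 in A101.

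Several late-embryogenesis and storage genes went another way, rising more in A101 and Biq than in Hab and A18. The late embryogenesis abundant gene D-29 (LOC107851375), for a protein that guards drying cells, rose by 3.46 in Biq and 2.70 in A101, and by 1.32 in Hab and 1.16 in A18; 6 libraries held its lowest value. The vicilin C72-like gene (LOC107854665), a seed storage protein gene with 11 libraries at its lowest value, rose by 2.79 in A101, 2.28 in Biq and 1.21 in A18 and had 0.02 in Hab. Of 6 listed seed genes 4 rose on average and 0 fell (the same adjusted over the list alone), with a median of 1.16 (adjusted p = 0.13 from limma's camera). Against Hab and A18, all 4 rose more in Biq and A101, and the list's median difference was −1.54 (adjusted p = 0.018, and adjusted p = 0.59 with an estimated correlation).

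Lists of other tissues and of reference genes were mixed in the stage average, with the same counts adjusted over each list alone. Of 26 placenta and capsaicinoid genes 4 rose and 7 fell (median −0.39, adjusted p = 0.25), among them a branched-chain aminotransferase-like gene (LOC107852061), up by 3.36 ± 0.09, and a 3-oxoacyl-ACP synthase I gene (LOC107864098), which fell by 5.43 ± 0.23. Of 10 pollen and anther genes 2 rose and 5 fell (median −0.81, adjusted p = 0.68). Of 76 housekeeping genes 17 rose and 18 fell (median 0.10, adjusted p = 0.42). Of 40 heat shock genes 16 rose and 3 fell (median 0.66, adjusted p = 0.095). Among genes without a descriptive name the largest rise was 8.00 ± 0.18 (LOC107870109) and the largest fall −9.46 ± 0.16 (LOC107845330).

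The TSS and gene columns of Tables S3 and S4 were set beside the other tables. In Table S4, 20 of 31 visible gene columns hold the Table S5 values of another symbol (within 0.001), such as *CA1* under the heading *CCS*, and in Table S3 all 31 hold their own. For *EPHX2* at 60 DAA the paper states both directions with TSS, and that gene is not counted here. The paper states a single direction for 23 other gene columns that are visible, and 100% of them (23 of 23) have the sign over the rows as listed. Since correlations computed from these tables follow their rows in any case, this does not decide whether the rows pair readings and libraries of different accessions. The gene values in these columns match the Hab and Biq libraries alone, so the sign by accession rests on Hab minus Biq. With the labels of Table S1, 15 of 23 have the stated sign, and with those of Figure 1B the remaining 8. These counts mirror each other, because the order of Hab and Biq is reversed between the 2 sources. At 20 DAA they were 10 and 2 of 12, and at 60 DAA 5 and 6 of 11. The counts at 60 DAA decide nothing where a heading holds another symbol's values. Which label of Table S1 belongs to which accession was not settled.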
